# An optimised faecal microRNA sequencing pipeline reveals fibrosis in *Trichuris muris* infection

**DOI:** 10.1038/s41467-025-56698-w

**Published:** 2025-02-12

**Authors:** Emma Layton, Sian Goldsworthy, EnJun Yang, Wei Yee Ong, Tara E. Sutherland, Allison J. Bancroft, Seona Thompson, Veonice Bijin Au, Sam Griffiths-Jones, Richard K. Grencis, Anna-Marie Fairhurst, Ian S. Roberts

**Keywords:** Mechanisms of disease, miRNAs, Small RNAs, Next-generation sequencing, Parasite host response

## Abstract

The intestine is a site of diverse functions including digestion, nutrient absorption, immune surveillance, and microbial symbiosis. Intestinal microRNAs (miRNAs) are detectable in faeces and regulate barrier integrity, host-microbe interactions and the immune response, potentially offering valuable non-invasive tools to study intestinal health. However, current experimental methods are suboptimal and heterogeneity in study design limits the utility of faecal miRNA data. Here, we develop an optimised protocol for faecal miRNA detection and report a reproducible murine faecal miRNA profile in healthy mice. We use this pipeline to study faecal miRNAs during infection with the gastrointestinal helminth, *Trichuris muris*, revealing roles for miRNAs in fibrosis and wound healing. Intestinal fibrosis was confirmed in vivo using Hyperion® imaging mass cytometry, demonstrating the efficacy of this approach. Further applications of this optimised pipeline to study host-microbe interactions and intestinal disease will enable the generation of hypotheses and therapeutic strategies in diverse contexts.

## Abstract (web summary)

Here, Layton et al describe a non-invasive method to study intestinal disease by profiling faecal microRNAs, revealing intestinal fibrosis in chronic helminth infection.

## Introduction

MicroRNAs (miRNAs) function as post-transcriptional regulators of gene expression in the cell cytoplasm of nematodes, plants and animals^1–3^. Mature miRNAs can also be detected extracellularly in bodily fluids including serum, saliva, breast milk, cerebrospinal fluid, seminal fluid, urine, and faeces^4,5^. Here, encapsulation within the phospholipid membranes of extracellular vesicles (EVs) enhances their extracellular stability^6^. These EVs are decorated with proteins and lipids that facilitate their function as communication molecules and enable the transport of diverse cargo including miRNAs between different tissues^7^.

In the mammalian intestine, miRNAs perform essential roles in barrier integrity, metabolism, regulation of the mucosal immune response and in microbial homoeostasis^5,8–13^. The miRNAs produced by intestinal epithelial cells are detectable in EVs in faeces, and offer a promising non-invasive tool to study intestinal disease^14–17^. Previous work has employed microarrays and qPCRs to study faecal miRNAs, primarily in the contexts of colorectal cancer and inflammatory bowel disease (IBD)^18–20^. In gastrointestinal cancers and IBD, alterations in specific miRNAs have been identified as novel diagnostic tools and indicators of disease severity and prognosis^18,21,22^. However, substantial heterogeneity in study design, including variations in sample storage, miRNA isolation, and data analysis, limits the reproducibility and utility of these findings^18^. More recently, faecal miRNA profiles in humans and mice were examined using high-throughput small RNA sequencing^14–17,23,24^. However, there remains a limited understanding of the reproducibility of miRNA profiles in faecal samples across studies, or if faecal miRNA profiles are stable in health and homoeostasis.

We addressed these limitations by developing an optimised faecal small RNA sequencing pipeline and performing a meta-analysis of recently published small RNA sequencing data from murine faecal samples. As a result, we establish best practices for this technique and identify a core faecal miRNA profile that is consistent across laboratory practices. Furthermore, our current study reports the first longitudinal analysis of murine faecal miRNAs in healthy mice. We then demonstrate the utility of our pipeline in hypothesis generation by analysing changes in faecal miRNAs due to chronic *Trichuris muris* (mouse whipworm) infection.

*T. muris* is a model of the human gastrointestinal whipworm, *Trichuris trichiura*, which is estimated to infect over 500 million individuals globally and causes chronic diarrheal disease predominantly in children^25,26^. During pathogenesis, *T. muris* disrupts the intestinal epithelium, perturbs the microbiota, and induces a Th1 or Th2-polarised mucosal immune response, each of which are processes that are regulated by miRNAs in the intestine^5,8–11,27,28^. In *T. muris* infection, the generation of a Th1-type immune response is associated with chronicity and the inability to clear the infection^28^. Conversely, mice that are resistant to infection generate a Th2-polarised response that facilitates wound healing, tissue remodelling and expulsion^28^. Here, we demonstrate that chronic infection induces the differential expression of miRNAs associated with wound healing, barrier integrity, and fibrosis. These findings suggest that miRNAs may be a route by which tissue damage is repaired in a Th1-polarised chronic infection, despite the absence of the typical tissue remodelling anti-helminth Th2 cytokines.

## Results

### An optimised library preparation pipeline improves miRNA yields

To date, there have been a limited number of studies examining faecal miRNA profiles by small RNA sequencing. Furthermore, small RNA library-building kits are not designed for this atypical tissue type. Therefore, we initially optimised the faecal small RNA sequencing protocol by testing different storage conditions for faecal pellets. Notably, we found that storing faecal pellets at 4 °C in RNAlater stabilising buffer was sufficient to yield high-quality total RNA (as evidenced by electropherogram analysis) obviating the need for snap freezing (Supplementary Fig. 1). Due to the high proportion of small RNAs in faecal samples relative to other tissues, we also opted for a lower number of PCR cycles during library building to facilitate the clear separation and visualisation of bands on the size selection gel (see “Methods” and Supplementary Fig. 1).

We next assessed whether our optimised protocols resulted in an improved miRNA sequence yield by conducting a meta-analysis of our data together with the raw data extracted from recently published studies in mice^14–16^. 

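Faecal miRNAs were sequenced in 31 libraries from 12 male C57BL/6 mice, each library made from the pellets of a single mouse on a single day. Of these mice, 7 received a low dose of *T. muris* eggs by oral gavage and 5 received water. The groups are named as in the paper: I0, I21 and I35 are the infected mice before infection and on days 21 and 35 (n = 7 each), and N21 and N35 are the naïve mice on days 21 and 35 (n = 5 each). Pellets were stored in RNAlater, and libraries were built from 500 ng of total RNA with 12 PCR cycles. The authors trimmed the forward reads with Cutadapt, kept reads of 18 to 26 nucleotides, removed reads that matched tRNA or rRNA without a mismatch, mapped the rest to the mm10 genome with Bowtie (at most 1 mismatch and 10 places) and counted them over miRBase miRNAs with featureCounts. The deposited table holds raw counts per mature miRNA, and the same counts divided by DESeq2 size factors and rounded to whole numbers by the authors. Total raw miRNA counts ranged from 38405 to 115370 in I0 (median 86216), from 26631 to 54223 in I21 (median 39408) and from 10172 to 49339 in I35 (median 14688). They ranged from 18653 to 122794 in N21 (median 28853) and from 22777 to 34978 in N35 (median 32033). Of 1966 listed mature miRNAs, 730 had at least a single count in some library. Reads carried no molecular identifiers, so the spread between mice, and not counting error, was used as the error throughout.

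**Figure D1:**
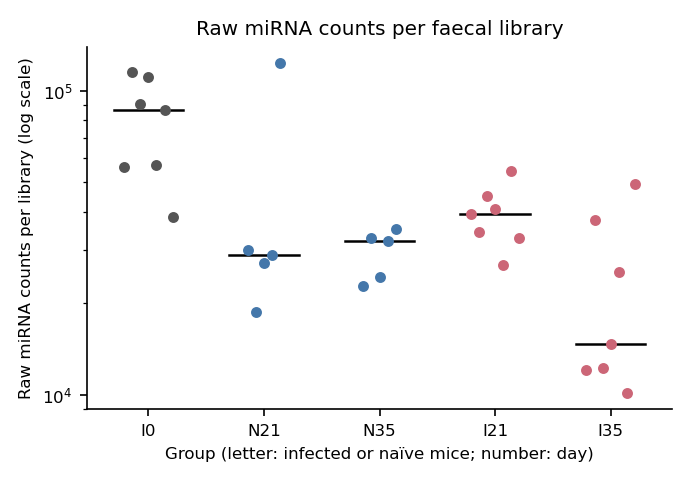
Total raw miRNA counts of each library on a log axis, by group (points, mice; black bars, group medians). The median was 86216 counts in I0 and 14688 in I35.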

The inclusion criteria for studies in the meta-analysis were murine faecal small RNA sequencing data from C57BL/6 mice that were publicly available and published during the study period (up until October 2024). The raw data from these studies was re-analysed with the bioinformatics pipeline described here (see “Methods”) to enable the comparison of sequencing outputs.

Our optimised methods yielded the highest mean normalised miRNA reads per sample, surpassing the study with the next highest yield, He et al.^15^, by 23.5% (Table 1). 

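By the paper's measure, the miRNA yield of the 31 libraries was a mean of 35225 normalised counts per library, with an SD of 3307 and a range of 28948 to 42443. By group, the mean was 33939 ± 2121 (SD, n = 7) in I0, 34008 ± 3815 (SD, n = 7) in I21, 37141 ± 3862 (SD, n = 7) in I35, 33445 ± 2218 (SD, n = 5) in N21 and 37829 ± 1348 (SD, n = 5) in N35. A few abundant miRNAs made up much of this yield: the 5 leading miRNAs of a library took between 45.4% and 59.0% of its counts. The raw yield averaged 43989 counts and differed 12.1-fold between the deepest and the shallowest library, against 1.47-fold after normalisation. Normalisation brings libraries to a common scale, so normalised totals do not show how many miRNA reads a library gave. Reads of the other studies in Table 1 were not analysed here.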

Total RNA is typically recommended as input for small RNA library construction and small RNA is later size-selected for, however Tomkovich et al.^14^, extracted only small RNAs from faecal samples for library preparation. This group also utilised the lower throughput MiSeq sequencing machine, and subsequently obtained the lowest number of average raw sequencing reads in our analysis. Across all studies, a substantial proportion of small RNA sequencing reads were discarded due to undesired read length (less than 18, or greater than 26 nucleotides). The proportion of tRNA reads remained consistently low across datasets (<1.23%), whereas rRNA comprised a more substantial proportion, ranging from 8.4% to 57.95% of filtered reads. Among the datasets analysed, the study by He et al.^15^, detected the highest number of miRNA species (121) closely followed by our current study (120). These findings suggest that our sample and library preparation conditions are optimal, yielding both a high number of miRNA reads and a diverse repertoire of detected miRNA species.

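In this study, 120 miRNAs had more than 10 raw counts in at least 5 of the 31 libraries, and they held between 98.7% and 99.6% of the counts of each library. miRNAs of the intestinal epithelium were nearly all among them, with 16 of 17 listed miRNAs, including miR-192-5p, miR-194-5p and miR-215-5p. So were 9 of 10 members of the let-7 family and all 5 members of the miR-200 family, which maintains the epithelial state. By contrast, only 4 of 11 listed miRNAs of blood and immune cells and 1 of 18 of stroma, muscle and vessels (miR-10b-5p) reached this limit, as did 0 of 5 of red blood cells and 0 of 2 of the liver. The number of miRNAs with more than 10 counts was highest in the deepest group and lowest in the shallowest, with a median of 111 per library in I0, 94 in I21, 86 in N21, 84 in N35 and 63 in I35 (range over all libraries, 53 to 130). Only 41 miRNAs exceeded 10 counts in every library. From the miRNA reads and detected species across the studies, the paper proposes that its sample and library preparation conditions are optimal.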

**Table 1:** Library building techniques and mapping statistics across mouse faecal small RNA sequencing studies

Sample information	Liu et al. (*n* = 15)	Tomkovich et al. (*n* = 21)	He et al. (*n* = 11)	Layton et al. (current *n* = 31)
Faecal storage prior to extraction	Snap frozen	Snap frozen	N.S.	4 °C in RNAlater immediate extraction
Extraction kit and RNA enrichment	MirVana total RNA	MirVana small RNA	MirVana total RNA	MirVana total RNA
Library kit	Nextflex	NEBnext	NEBnext	NEBnext
Sequencing machine	NextSeq	MiSeq	HiSeq	HiSeq
Raw reads (range)	33,775,633 (20,170,514–55,664,440)	794,663 (354,995–1,595,598)	21,620,070 (19,922,251–23,545,474)	26,246,329 (13,603,079–39,286,425)
Reads passing QC & filtering	25.14% (8,530,128)	29.24% (233,169)	41.54% (8,910,852)	38.8% (10,267,557)
tRNA reads after filtering	0.21% (17,868)	1.23% (3,156)	0.62% (55,163)	0.27% (27,905)
rRNA reads after filtering and tRNA removal	8.4% (729,226)	57.95% (132,593)	18.91% (1,775,245)	24.56% (2,581,720)
Reads mapping to mouse genome after filtering, tRNA and rRNA removal	16.75% (1,310,227)	45.11% (41431)	21.17% (1,367,993)	25.48% (1,922,223)
Raw miRNA reads as % of total reads passing QC	0.19%	0.62%	0.40%	0.46%
Raw miRNA reads (range)	16,562 (1444–51,429)	1,351 (174–4113)	30,262 (16,812–47,642)	43,989 (10,172–122,794)
Normalised miRNA reads (range)	10,735 (9434–14,099)	878 (699–1083)	28,522 (21,285–37,969)	35,225 (28,948–42,443)
miRNA species detected at >10 raw counts in 5 samples	83	25	121	120

Mapping statistics displayed are the average across all samples in each study after re-analysis of the published raw data with the bioinformatics pipeline developed in this study.

*N.S.* not stated.

### Faecal miRNA profiles of healthy mice are reproducible across studies

Our optimised methods demonstrate effective miRNA isolation from faecal samples. Building on these observations, we assessed the reproducibility of faecal miRNA profiles in healthy wild-type mice across the different studies. This was evaluated by comparing the most abundant miRNAs from the baseline healthy control group in the current study (I0), to the non-immunised group in Liu et al.^16^, and the healthy untreated DSS0 group in He et al.^15^. Tomkovich et al.^14^, did not include a wild-type mouse group and was therefore excluded. Initially, the top 20 miRNAs in each study measured by mean normalised counts were selected. The median ranking of these miRNAs across the three studies was then calculated to visualise the most abundant and consistently detected miRNAs (Fig. 1). 

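Before infection (I0, n = 7), the 20 miRNAs with the highest mean normalised counts held miRNAs typical of intestinal epithelium together with broadly expressed families. After miR-21a-5p, the highest were miR-192-5p with 5439 ± 590 (SD) normalised counts, miR-148a-3p with 4092 ± 869, miR-194-5p with 1750 ± 273 and miR-200a-3p with 1623 ± 104. miR-215-5p, which lies beside the counted copy of miR-194 on chromosome 1, had 1541 ± 323. Set beside the top 20 lists that the paper gives for the mice of Liu et al. and He et al., whose reads were not analysed here, 15 of the 20 miRNAs of I0 were also in the Liu list and 15 in the He list. The 12 in all 3 lists were let-7c, let-7f, let-7g, miR-10a, miR-148a, miR-192, miR-194, miR-200a, miR-200b, miR-215, miR-21a and miR-26a, and the lists together named 30 miRNAs. These counts did not change with TMM-scaled counts, with medians in place of means, or without any single I0 library.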

Thirty unique miRNAs were found in the top 20 of the three studies, and 12 of the top 20 were consistent across all three studies. The most abundant miRNA in all studies was miR-21a-5p. Additionally, the miR-200 family (including miR-200a, 200b, and 200c) and members of the highly conserved let-7 family (comprising let-7a, let-7b, let-7c, let-7f, let-7g, and let-7i) were reproducibly detected at a high abundance.

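miR-21a-5p, a broadly expressed miRNA that is induced in inflammation and fibrosis, had 6237 ± 826 (SD, n = 7) normalised counts in I0, which is 18.4% of all miRNA counts of that group. It was the most abundant miRNA in 29 of the 31 libraries, and miR-192-5p, an epithelial miRNA, was the most abundant in the other 2. miR-21a-5p lies on chromosome 11 of GRCm38 from 86584120 to 86584141 on the minus strand, within an exon of *Vmp1*. Its mean was also the highest in I21 (6604 ± 705, n = 7) and in I35 (6817 ± 798, n = 7).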

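In I0 (n = 7), the 6 let-7 miRNAs named above held 12.6% ± 2.29 (SD) of all normalised miRNA counts, and miR-200a, miR-200b and miR-200c held 8.87% ± 0.731. Within the let-7 family, which promotes differentiation, the highest was let-7f-5p with 1187 ± 375 (SD) normalised counts, followed by let-7g-5p with 976 ± 171 and let-7c-5p with 842 ± 140, and the lowest was let-7b-5p with 328.0 ± 73.2. Within the miR-200 family, miR-200b-3p had 1081 ± 164 and miR-200c-3p 303 ± 58.6. miR-200a-3p (156054911 to 156054932) and miR-200b-3p (156055685 to 156055706) lie together on chromosome 4 of GRCm38, and miR-200c-3p lies on chromosome 6 from 124718324 to 124718346. let-7b-5p and let-7c-5p also lie together, on chromosome 15 (85707325 to 85707346 and 85706616 to 85706637). Family members that differ by few bases can share reads, so the split of counts within a family is less certain than its sum.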

**Fig. 1:**
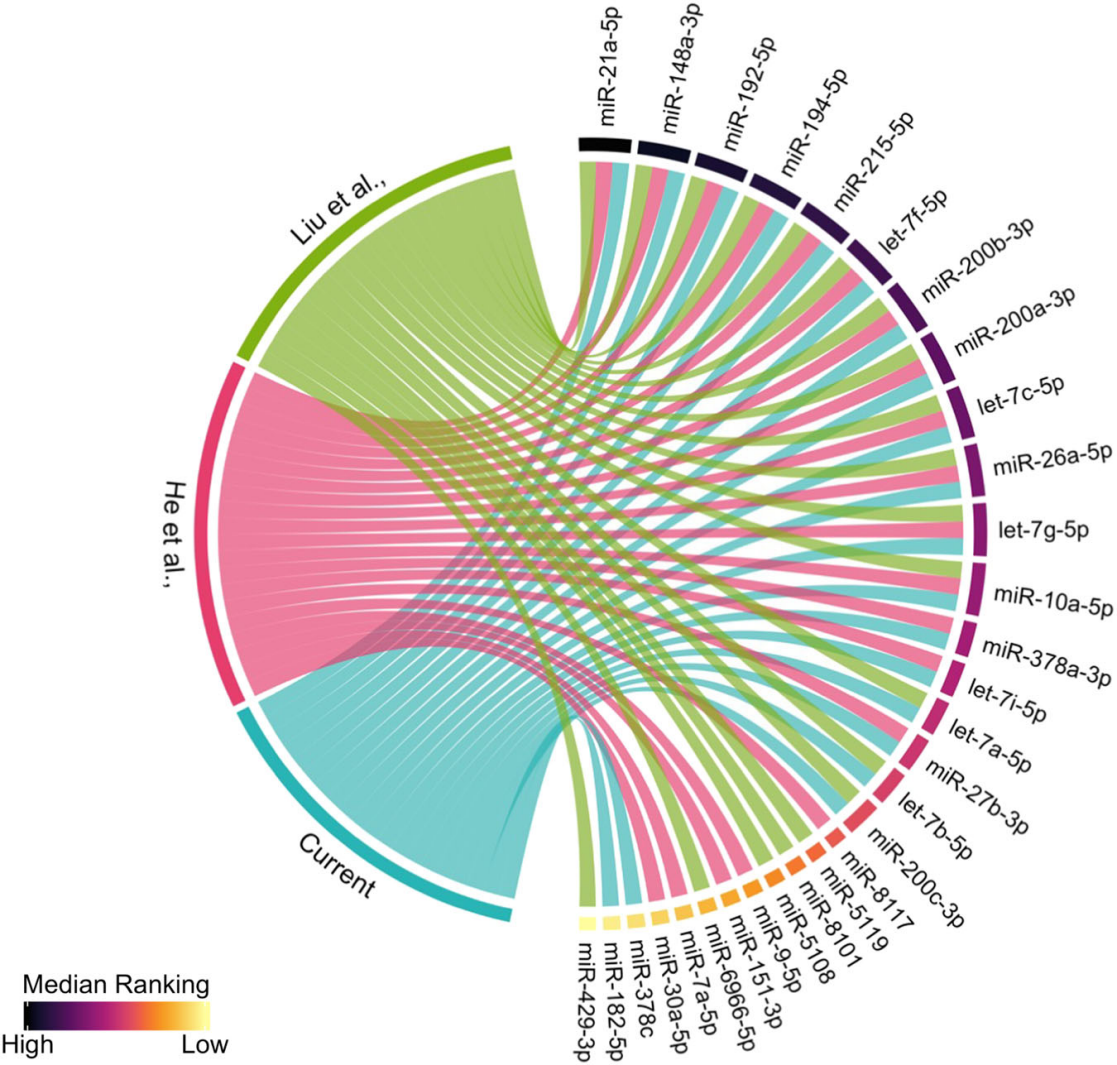
Faecal miRNA profiles of healthy wild-type mice are reproducible across studies. The top 20 miRNAs measured by mean normalised counts for each study are represented as 20 chords, and each study represented in a different colour. On the right-hand side, miRNAs are sorted clockwise by their median ranking across the three studies. Liu et al. represents the non-vaccinated group of mice^16^ (*n* = 5, green) and He et al. represents the samples taken at day 0 prior to dextran sulphate sodium treatment (DSS0)^15^ (*n* = 5, pink). Current represents the samples taken from the infected group prior to infection at the baseline time point on day 0 (I0) in the current study (*n* = 7, blue).

### miRNA profiles of healthy mice are reproducible over time

The dynamics of faecal miRNA expression over time have not been previously reported. Our study profiles faecal miRNAs in healthy wild-type mice at three time points (I0, N21 and N35) (Fig. 2a). 

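The time course of healthy mice drew on 17 libraries: I0 (n = 7 mice, sampled before they were infected) and N21 and N35 (n = 5, the same naïve mice on both days). No library from the naïve mice on day 0 was deposited, so a comparison with I0 is between different animals as well as between days. The I0 libraries were also deeper, 2.55 times the geometric mean of N35 (two-sided exact permutation test on log10 total counts, p = 0.00379, adjusted p = 0.0152 over the 4 depth comparisons) and 2.11 times that of N21 (exact p = 0.0505, adjusted p = 0.101). The 18 miRNAs of Fig. 2c–f were expressed as percent of the I0 mean of the authors' normalised counts, and tested with two-sided exact permutation tests over all regroupings of the 7 and 5 libraries, adjusted over all 36 tests by Benjamini-Hochberg. The smallest p that this design allows is 0.00126. All 120 miRNAs that passed the count limit were also tested on raw counts with edgeR's quasi-likelihood test after TMM normalisation, in a single fit of the 31 libraries. The TMM-scaled counts given for single miRNAs were scaled over all listed miRNAs, so they can differ from this fit. The scaling moved the median log2 fold change between N35 and I0, which was -0.17 with TMM, -0.04 with DESeq2 size factors and -0.21 with total counts alone, so small changes at N35 are to be read against this shift. Libraries of the same naïve mouse on days 21 and 35 had a mean correlation of 0.146 over the tested miRNAs after the group means were removed, against -0.0364 for libraries of different mice, and 3 of 5 mice matched their own library best. In the infected mice the mean for the same mouse was 0.0559 for I0 and I21, 0.00250 for I0 and I35 and -0.0108 for I21 and I35. There 1, 0 and 1 of 7 mice matched their own library best. No mouse term was fitted, and with such a term 8 miRNAs were called between N35 and N21 in place of 6.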

The top 20 most abundant miRNAs were remarkably consistent across these time points with the top three most abundant miRNAs (miR-21a-5p, miR-192-5p and miR-148a-3p) remaining constant (Fig. 2b). Furthermore, 18 out of the top 20 most abundant miRNAs were reproducibly detected at each time point. 

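miR-21a-5p, miR-192-5p and miR-148a-3p held ranks 1, 2 and 3 by mean normalised counts at all 3 time points. In N21 (n = 5) they had 6507 ± 638 (SD), 5185 ± 841 and 3234 ± 1245 normalised counts, and in N35 (n = 5) 6569 ± 1158, 5722 ± 809 and 3939 ± 638. Of the 3, miR-148a-3p, which is abundant in gut epithelium, varied most between mice in N21. Ranks below these moved more: let-7f-5p was at rank 8 in I0, 7 in N21 and 4 in N35, and miR-194-5p was at rank 4 in I0 and N21 and at 9 in N35.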

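The 18 miRNAs among the top 20 of I0, N21 and N35 alike were let-7a, let-7b, let-7c, let-7f, let-7g, let-7i, miR-21a, miR-26a, miR-27b, miR-148a, miR-182, miR-192, miR-194, miR-200a, miR-200b, miR-200c, miR-215 and miR-378a. miR-10a-5p (rank 18 in I0) and miR-378c (rank 19, 247 ± 41.4 normalised counts, SD, n = 7) were in the top 20 of I0 but not of all later groups, and miR-8117 and miR-7a-5p entered it later. miR-7a-5p, a miRNA of neuroendocrine cells, was at rank 27 in I0, 23 in N21 and 18 in N35. miR-8117 had 433 ± 368 (SD, n = 5) normalised counts in N21 and 426 ± 338 in N35, a spread nearly as large as its mean. The count of 18 was the same with TMM-scaled counts, with medians, and without any single library of the 3 groups.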

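Faecal miRNAs of naïve mice on day 35 differed widely from those of mice on day 0. Of the 120 miRNAs tested with edgeR, 15 were higher and 22 lower in N35 than in I0 at an adjusted p under 0.05 (50 at an unadjusted p under 0.05). The larger direction depended on the scaling, with 24 higher and 14 lower by DESeq2 and 21 and 13 by edgeR with DESeq2 size factors. The let-7 family rose: 8 of 9 measured members were higher (9 when adjusted over the list alone), with a median log2 fold change of 1.02. let-7b-5p had a log2 fold change of 1.31 (standard error 0.216, adjusted p = 9.53e-05). The listed miRNAs of the miR-23, miR-27 and miR-24 clusters fell, with 5 of 5 lower (5 when adjusted over the list alone) and a median of -0.93, and miR-27a-3p at -1.50 (standard error 0.269, adjusted p = 0.000114). miR-24-2-5p, tested but not listed, did not follow them from N21 to N35 (edgeR log2 fold change 0.71, adjusted p = 0.206). camera, which sets a list against the other tested miRNAs, gave an adjusted p of 1.28e-07 for let-7 and 0.00109 for the miR-23/27/24 clusters, but neither held with an estimated correlation (adjusted p = 0.0843 and 0.234 with an estimated correlation). The study names let-7 from these libraries, so its count is not independent evidence. Outside these families, miR-29b-3p, a repressor of collagen genes, rose by a log2 fold change of 2.44 (standard error 0.415) and miR-26b-5p by 1.04 (standard error 0.198, adjusted p = 0.000230). Of 16 miRNAs of intestinal epithelium 4 were lower (4 when adjusted over the list alone) and 0 higher, namely miR-194-5p, miR-378a-3p, miR-200a-3p and miR-375-3p. The 0 higher holds for edgeR with TMM. In the authors' normalised counts miR-183-5p, also of this list, was above every I0 library in 5 of 5 N35 mice (exact permutation test, unadjusted p = 0.00253). miR-7a-5p and miR-7b-5p, 2 of the 3 enteroendocrine miRNAs listed, were higher, and the third, miR-375-3p, was lower (2 and 1 also when adjusted over the list alone). miR-7b-5p had few counts, 0 to 8 normalised counts in I0 and 3 to 21 in N35, with 3 of 5 N35 mice above every I0 library. As family members can share reads, miR-7a-5p and miR-7b-5p may not be 2 separate signals. On day 21 the naïve mice differed from I0 in 1 miRNA, miR-12185-3p, a call that DESeq2 did not make (17 at an unadjusted p under 0.05; 0 with DESeq2) and that was lost on leaving out any of 7 libraries (I0 replicates 2, 3, 4, 5 and 6 and N21 replicates 2 and 4, at adjusted p up to 0.246). The count for N35 dropped to 24 without N35 replicate 3 and to 24 without N35 replicate 4, to 20 with log2 total counts as a covariate, and to 22 with all libraries thinned to the shallowest. The call of miR-200a-3p on day 35 was lost without I0 replicate 1 (adjusted p = 0.255) or 5 (0.0521) or N35 replicate 2 (0.291) or 4 (0.109), that of miR-23b-3p without N35 replicate 4 (0.0583), those of miR-23a-3p and miR-24-3p without I0 replicate 1 (0.0512 each) or N35 replicate 2 (0.0594 and 0.0514) or 4 (0.0631 and 0.0788), and that of miR-23a-3p without I0 replicate 3 (0.0577).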

While the miRNA composition is highly conserved, the expression of the most abundant miRNAs does change significantly over time (Fig. 2c–f). Interestingly, we observed that miRNAs in the same family show the same expression pattern over time. For example, all members of the let-7 family increased in abundance over time (Fig. 2c) and all members of the miR-200 family decreased (Fig. 2e). 

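On day 35, 6 of the 6 let-7 miRNAs of Fig. 2c were above I0 in the authors' normalised counts (n = 5 naïve mice against 7). let-7b-5p stood at 269% ± 24.3 (SD) of the I0 mean, let-7f-5p at 229% ± 11.9, let-7c-5p at 222% ± 18.2, let-7a-5p at 195% ± 16.7 and let-7g-5p at 149% ± 9.01, each with all 5 mice above every I0 library (exact p = 0.00126, adjusted p = 0.00909). let-7i-5p stood at 153% ± 26.2, with 4 of 5 mice above every I0 library (exact p = 0.00631, adjusted p = 0.0253; 136% and adjusted p = 0.147 with TMM-scaled counts). On day 21 the let-7 miRNAs lay between 108% and 156% of I0 and 0 of 6 passed the exact test, with the smallest adjusted p of 0.0702 for let-7c-5p, and let-7f-5p (99.6%) and let-7i-5p (99.2%) were below I0 with TMM-scaled counts. The edgeR fit put let-7f-5p and let-7i-5p above I0 on day 21 (log2 fold changes 0.09 and 0.08). In the miR-200 family, miR-200a-3p fell to 81.8% ± 8.76 (SD, n = 5) of I0 on day 35, below every I0 library in 4 of 5 mice (exact p = 0.00505, adjusted p = 0.0253). On day 21 it was at 92.1% ± 7.78 (exact p = 0.0783, adjusted p = 0.176), and at 83.8% with TMM-scaled counts, below every I0 library in 5 of 5 mice (exact adjusted p = 0.00758). The edgeR fit did not call it on day 21 (log2 fold change -0.14, adjusted p = 0.655). miR-200b-3p was at 97.2% ± 22.7 (exact p = 0.795, adjusted p = 0.842) and miR-200c-3p at 89.9% ± 11.9 (exact p = 0.330, adjusted p = 0.516). With TMM-scaled counts they were at 86.0% (exact p = 0.134, adjusted p = 0.229) and 79.7% (exact p = 0.0341, adjusted p = 0.102) on day 35, while against I0 replicates 1 to 5 alone miR-200b-3p was at 105% on both days and miR-200c-3p at 106% on day 21. Outside Fig. 2e, miR-200b-5p was called lower in N35 than in I0 (edgeR log2 fold change -1.34, adjusted p = 0.00688). miR-141-3p, also of this family, was below every I0 library in 3 of 5 N35 mice (exact p = 0.0152, unadjusted). The other miRNAs of Fig. 2e were lower on day 35, miR-27b-3p at 54.0% ± 7.96 (exact p = 0.0114, adjusted p = 0.0409) and miR-378a-3p at 62.1% ± 11.0 (exact p = 0.00379, adjusted p = 0.0227). On day 21 miR-378a-3p was at 73.2% ± 6.55 (exact p = 0.0265, adjusted p = 0.0734), and at 66.3% with TMM-scaled counts (exact adjusted p = 0.0496). The edgeR test did not call miR-378a-3p on day 21 (log2 fold change -0.47, adjusted p = 0.322). As family members share reads, the paper repeats its count with unique reads only (Supplementary Fig. 2) and states that the trend remained. Those unique counts are not in the deposited table and were not analysed here.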

To ensure that this trend was not due to the sharing of non-unique reads across family members, this analysis was reproduced by counting only unique reads and the observed trend remained (Supplementary Fig. 2). 

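Between days 21 and 35 the same 5 naïve mice can be compared directly, and 4 miRNAs were higher and 2 lower in N35 than in N21 among the 120 tested with edgeR (27 at an unadjusted p under 0.05; 15 with DESeq2). miR-194-5p, an epithelial miRNA in Fig. 2d, fell by 0.80 on the log2 scale (standard error 0.149, adjusted p = 0.000744) and was lower in 5 of 5 mice. It was at 108% ± 17.7 (SD, n = 5) of I0 in N21 (exact p = 0.417, adjusted p = 0.625) and at 66.2% ± 7.16 in N35. With TMM-scaled counts it was at 98.1% in N21, while the edgeR fit put it above I0 (log2 fold change 0.09). miR-26a-5p, also in Fig. 2d, was at 105% ± 30.1 and 93.4% ± 19.7 of I0 (96.5% in N21 with TMM-scaled counts, but a log2 fold change of 0.07 in the edgeR fit). Of the miRNAs of Fig. 2f, which were lower in N21 and then higher, miR-182-5p went from 87.1% ± 11.1 to 135% ± 24.0 of I0 and miR-215-5p from 83.4% ± 19.2 to 124% ± 17.4. Their log2 fold changes between N21 and N35 were 0.53 (standard error 0.196, adjusted p = 0.0821; 0.0111 with DESeq2) and 0.47 (standard error 0.176, adjusted p = 0.0850; 0.0237 with DESeq2). miR-148a-3p (79.0% ± 30.4 and 96.2% ± 15.6) and miR-192-5p (95.3% ± 15.5 and 105% ± 14.9, or 93.0% in N35 with TMM-scaled counts) differed by less than the spread between mice. The other calls were let-7f-5p, miR-26b-5p, miR-29b-3p and miR-7a-5p, higher in N35 in 5 of 5 mice each, and miR-27a-3p, lower in 5 of 5. The count of 6 rose to 14 without N21 replicate 1, to 12 without N21 replicate 3 or N35 replicate 2, and to 10 without N21 replicate 4 or 5. It was 13 with DESeq2 size factors in edgeR, 13 without miRNAs numbered 1000 or more and 17 with only the groups compared, while single calls were lost for miR-27a-3p without N21 replicate 4 (adjusted p = 0.0994) or N35 replicate 4 (0.0647) and for miR-26b-5p with no filter (0.0819) and with thinned libraries (0.123).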

Some of the reproducibly abundant miRNAs show non-linear changes in expression and decrease in abundance after 21 days before increasing again after 35 days, or vice versa (Fig. 2d, f).

**Fig. 2:**
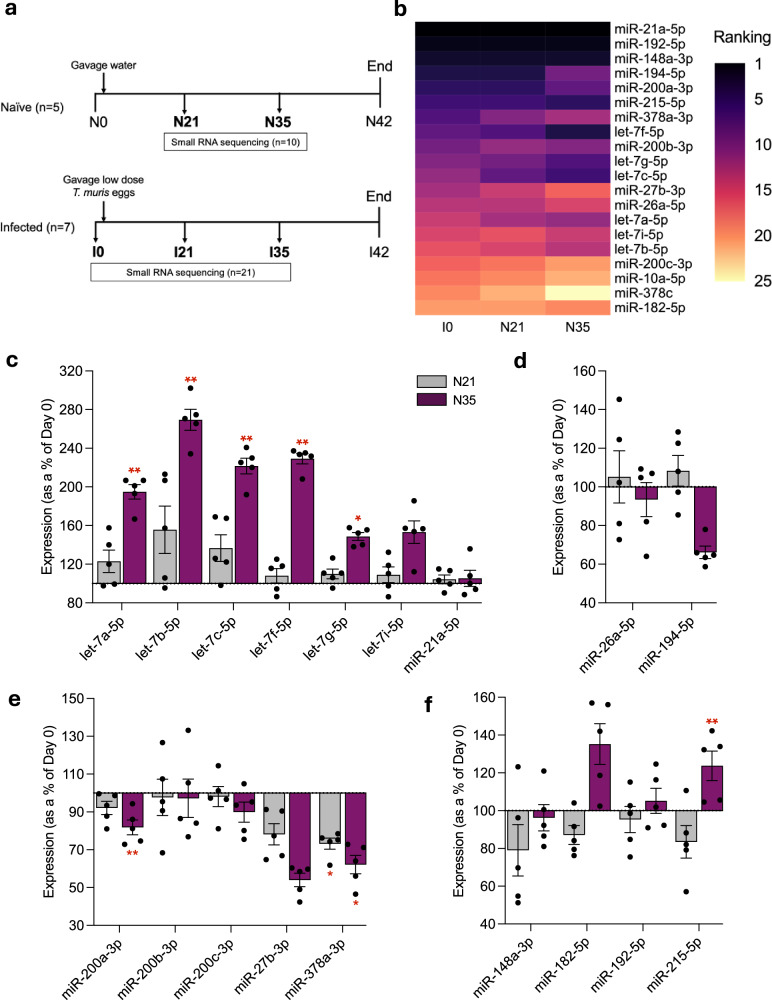
Dynamics of most abundant faecal miRNAs in healthy mice over time. **a** Representation of sample collection workflow and nomenclature of faecal samples for small RNA sequencing from naïve mice and mice infected with a low dose of *T. muris*. **b** Heatmap comparing the ranking of the top 20 miRNAs measured by mean normalised counts in the healthy control group at the baseline (I0) to the other naïve groups control groups at day 21 and 35 (N21 and N35). **c**–**f** Expression of miRNAs on day 21 and day 35 (N21 and N35) shown as a percentage change from the value at day 0 (I0). miRNAs are clustered into sub-plots based on expression pattern over time. Mean and SEM are plotted. Statistical significance was calculated on the normalised counts for each group by two-way ANOVA with Geisser-greenhouse correction and Tukey’s multiple comparisons test. Significance values displayed are for each time point versus I0. **c** miRNAs that increase incrementally, **d** miRNAs that increase at day 21 before decreasing at day 35, **e** miRNAs that decrease incrementally and **f** miRNAs that decrease at day 21 before increasing again at day 35. I0 = 7, N21 = 5 and N35 = 5 individuals. * = adj. *p* < 0.05, ** = adj. *p* < 0.01. Exact *P* values can be found in the Source Data file or Supplementary Data 2 (for **b**).

### Faecal miRNAs are differentially expressed by chronic infection

Our work demonstrates small RNA sequencing of faecal miRNAs to be effective and robust to laboratory practices and environmental variables. To evaluate whether this technique can generate testable hypotheses in disease contexts, we evaluated changes in faecal miRNAs as a consequence of intestinal helminth infection. *T. muris* is a murine gastrointestinal helminth that invades the intestinal epithelium, inducing damage and a mucosal immune response^28^. Here, miRNAs have roles in barrier integrity and in the polarisation of the T helper type immune response^8,29^. Given that *T. muris* disrupts the intestinal epithelium and the polarisation of the T helper response is critical in infection outcome, we investigated whether faecal miRNAs were differentially expressed by chronic *T. muris* infection^30,31^.

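For the infection, 24 libraries were compared: I21 with N21 and I35 with N35 (n = 7 infected and 5 naïve mice each), with the same mice on both days. The infected libraries had 1.09 times the depth of the naïve ones on day 21 (ratio of geometric means; two-sided exact permutation test, p = 0.809, adjusted p = 0.809) and 0.670 times on day 35 (exact p = 0.191, adjusted p = 0.254). On day 35, 4 of the 7 infected libraries held fewer than 15000 counts. Raw counts of the 120 miRNAs past the count limit were tested with edgeR's quasi-likelihood test in the fit of all 31 libraries (common biological coefficient of variation 0.352). The Wald test of DESeq2, which the paper names, was run on all miRNAs with independent filtering, a setting that the paper's text does not give. On counts simulated with this spread and depth, 20 of the 120 miRNAs were changed 2-fold or 4-fold at a time. The edgeR test then called 55.0% of the miRNAs changed 2-fold on day 35 and 62.0% on day 21. These rates hold for that number of changes, as the adjustment is stricter where fewer miRNAs change. Whether the difference between infected and naïve mice changed from day 21 to day 35 was tested as an interaction, and 0 of 120 miRNAs passed with edgeR (12 at an unadjusted p under 0.05; 0 with DESeq2).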

Faecal miRNA profiles of infected and naïve mice were compared on day 21 and day 35 of the experiment, when the worms are L3/L4 larvae and adults, respectively^28^. At day 21 one miRNA was differentially expressed, miR-7a-5p was significantly upregulated (adj *p* = 0.029). 

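On day 21, miR-7a-5p was higher in infected than in naïve mice, with 378 ± 192 (SD, n = 7) normalised counts in I21 and 158 ± 49.0 (SD, n = 5) in N21. It was the only 1 of 120 miRNAs past the adjusted p of 0.05 with edgeR (log2 fold change 1.28, standard error 0.313, adjusted p = 0.0317), as with DESeq2 (adjusted p = 0.0290), and 9 miRNAs had an unadjusted p under 0.05. In 5 of the 7 infected mice it was above every naïve mouse (two-sided exact permutation test, p = 0.0366). miR-7a-5p, a miRNA enriched in neuroendocrine and enteroendocrine cells, is encoded at several loci, of which the counted one lies in an intron of *Hnrnpk* on chromosome 13 of GRCm38 (58392841 to 58392863, minus strand). Of the 3 enteroendocrine miRNAs listed it was the only one called (1 when adjusted over the list alone), with miR-7b-5p and miR-375-3p not past the test and a median log2 fold change of 0.78 (camera adjusted p = 0.127). In the same infected mice it had been at 125 ± 39.3 (SD, n = 7) before infection and was higher on day 21 in 7 of 7. By day 35 it had 438 ± 125 in I35 and 395 ± 73.0 in N35 (exact p = 0.519), and the change of the difference from day 21 to day 35 was -1.11 on the log2 scale (standard error 0.427, adjusted p = 0.309). The call was lost without I21 replicate 4 (adjusted p = 0.0893), I21 replicate 6 (0.176) or N21 replicate 3 (0.126), 4 (0.226) or 5 (0.105). It was also lost with total counts in place of TMM (adjusted p = 0.0553), with thinned libraries (0.0791), without the 4 shallow I35 libraries (0.0631) and with the compared groups alone (0.307). The same held with a term for the mouse number (0.128), though infected and naïve mice of the same number are different animals.

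**Figure D2:**
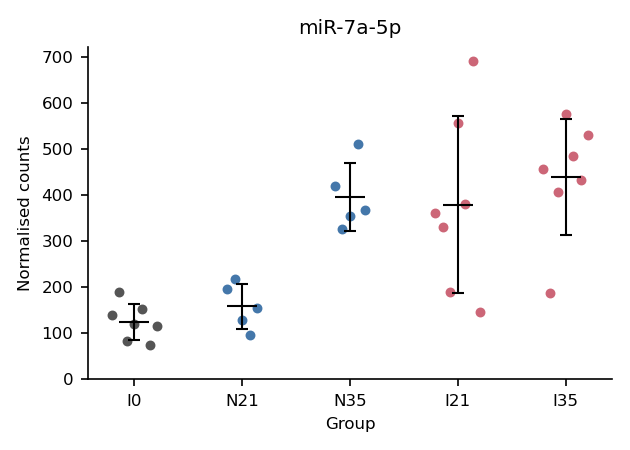
Normalised counts of miR-7a-5p by group (points, mice; black bars, mean and SD). The naïve mice averaged 158 counts on day 21 and 395 on day 35, and the infected mice 378 and 438.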

The most significantly differentially expressed miRNA by day 35 of infection was miR-6239 (adj *p* = 0.001), which is a recently discovered miRNA. However, on further examination, we observed that the small RNA reads that map to this miRNA locus map with a single nucleotide mismatch, and these reads also map to mouse 5S rRNA with a single nucleotide mismatch at a different position (Supplementary Fig. 3). 

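miR-6239 had 290 ± 250 (SD, n = 7) normalised counts in I35 and 67.6 ± 25.2 (SD, n = 5) in N35, with 5 of 7 infected mice above every naïve mouse (two-sided exact permutation test, p = 0.0581). The log2 fold change was 2.14 (standard error 0.496, adjusted p = 0.0169 with edgeR and 0.00130 with DESeq2). In the same infected mice it had been at 36.1 ± 14.0 before infection and 95.1 ± 42.9 on day 21. It lies on chromosome 14 of GRCm38 from 117953768 to 117953787 on the minus strand, opposite an intron of *Gpc6*. Of the 17 tested miRNAs numbered 1000 or more, miR-6239 was the only one called (5 higher and 0 lower when adjusted over the list alone, miR-1932, miR-5119, miR-6538 and miR-12185-3p being the others). Their median log2 fold change was 0.49 (camera adjusted p = 0.0344; adjusted p = 0.301 with an estimated correlation). The call was lost without I35 replicate 4 (adjusted p = 0.0760) or 7 (0.102) or N35 replicate 1 (0.0550), 2 (0.0841) or 4 (0.0726). It was also lost with log2 total counts as a covariate (adjusted p = 0.0506), the compared groups alone (0.0783) and without the 4 I35 libraries under 15000 counts (0.193). The same held with a term for the mouse number (0.169), though infected and naïve mice of the same number are different animals.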

Since we cannot be confident that this is a genuine miRNA, it was excluded from further analysis. 

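On day 35, miR-26b-5p and miR-29 miRNAs were lower, and miR-200c-3p and miR-23b-3p higher, in infected than in naïve mice on average, and few of these differences passed a test over all miRNAs. miR-26b-5p had 85.7 ± 13.3 (SD, n = 7) normalised counts in I35 and 140 ± 29.9 (SD, n = 5) in N35, with 6 of 7 infected mice below every naïve mouse (two-sided exact permutation test, p = 0.00253, log2 fold change -0.64, DESeq2 adjusted p = 0.0241). miR-29a-3p, which represses collagen genes, had 42.1 ± 20.8 and 81.6 ± 28.8 (5 of 7 below, exact p = 0.0202, log2 fold change -0.88, DESeq2 adjusted p = 0.0407). miR-103-3p had 148 ± 28.2 and 216 ± 46.5 (5 of 7 below, exact p = 0.00758, DESeq2 adjusted p = 0.0505). miR-6966-5p had 0 raw counts in 5 of 7 infected and 1 of 5 naïve mice and 27 at most, so no fold is given (exact p = 0.0429, DESeq2 adjusted p = 0.0505). miR-200c-3p, which maintains the epithelial state, had 412 ± 135 and 273 ± 36.2 (5 of 7 above, exact p = 0.0543, log2 fold change 0.64, DESeq2 adjusted p = 0.0407). miR-23b-3p had 41.6 ± 7.41 and 24.4 ± 8.99 (6 of 7 above, exact p = 0.00631, DESeq2 adjusted p = 0.0505), and miR-5119 191 ± 149 and 66.8 ± 24.4 (5 of 7 above, exact p = 0.0732, DESeq2 adjusted p = 0.0505). With edgeR, 1 of 120 miRNAs passed, miR-6239 (19 at an unadjusted p under 0.05), and with DESeq2 4 passed, miR-6239 and miR-200c-3p higher and miR-26b-5p and miR-29a-3p lower. By family, 2 of 2 measured miR-29 miRNAs were lower when adjusted over the list alone and 0 over all miRNAs, with a median of -1.03 (camera adjusted p = 0.0203; adjusted p = 0.142 with an estimated correlation), miR-29b-3p being at 16.6 ± 10.9 and 38.8 ± 12.7. Of 11 fibrosis miRNAs, 0 were called over all miRNAs and 1 higher and 2 lower over the list alone (median -0.12, camera adjusted p = 0.407). Of the 5 miR-200 miRNAs 0 were called (1 higher over the list alone). The study names these families from the same libraries, so the counts over the list alone are not independent evidence. edgeR also called miR-26b-5p and miR-29a-3p (adjusted p = 0.0309 each) and miR-103-3p (0.0475) without I35 replicate 2, miR-29a-3p and miR-200c-3p (0.0365 each) without I35 replicate 1, miR-26b-5p (0.0449) without N35 replicate 4, and miR-200c-3p (0.00190) without the 4 shallow I35 libraries.

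**Figure D3:**
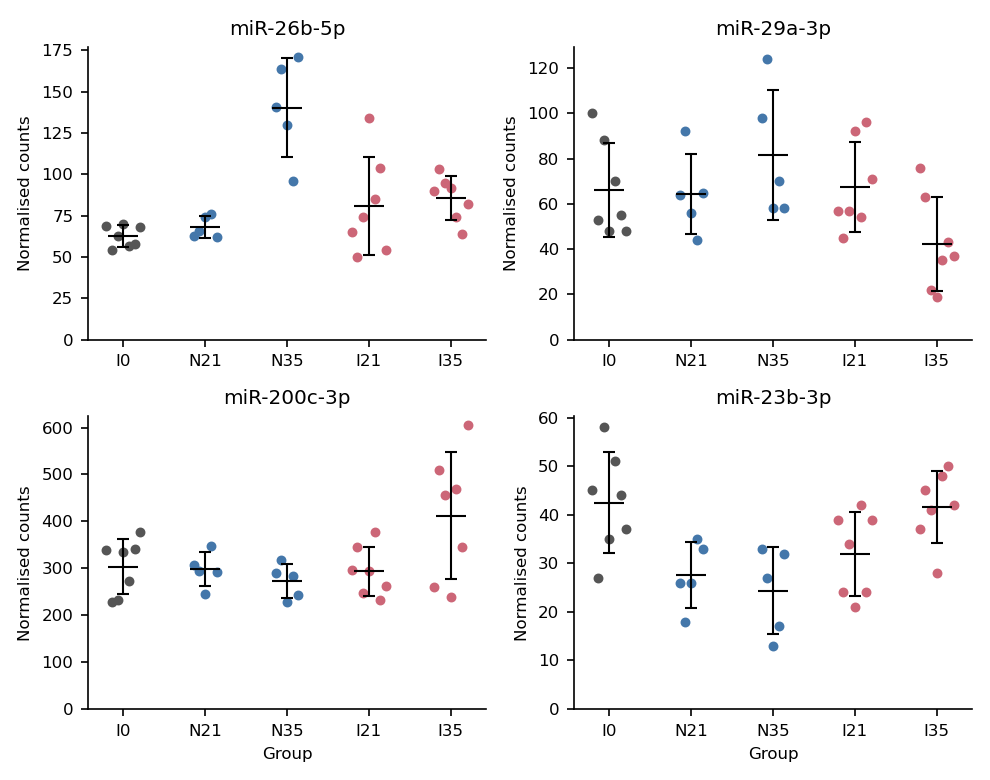
Normalised counts of miR-26b-5p, miR-29a-3p, miR-200c-3p and miR-23b-3p by group (points, mice; black bars, mean and SD). miR-26b-5p averaged 140 counts in N35 and 85.7 in I35.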

There were seven remaining high-confidence differentially expressed miRNAs at day 35 by chronic *T. muris* infection: three were significantly upregulated (miR-200c, miR-23b and miR-5119) and four were significantly downregulated (miR-26b, miR-29a, miR-103 and miR-6966). 

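In a principal component analysis of variance-stabilised counts of the 500 most variable miRNAs in all 31 libraries, the first component held 15.9% of the variance, the second 8.25% and the third 7.80%. Along the first component the groups lay in the order I0 (mean -3.51 ± 0.943, SD, n = 7), N21 (-1.72 ± 0.978, n = 5), I21 (-0.306 ± 1.17, n = 7), N35 (1.36 ± 1.43, n = 5) and I35 (4.07 ± 2.54, n = 7). The 5 groups together accounted for 25.1% of the total variance, a share that was not tested, and random groups also take some share. The difference between I35 and N35 took 14.1% of the variance among those 12 libraries (two-sided exact permutation test over all regroupings, p = 0.00884). As 4 of the 7 I35 libraries were shallow, this share is not that of infection alone. For I21 and N21 the share was 10.4% (exact p = 0.164). Between days the share was 18.7% for N35 and N21 of the naïve mice (exact p = 0.00794). For I35 and I21 of the infected mice it was 13.5% (exact p = 0.000583). These tests ignored that the same mice were sampled on both days. The share between days in naïve mice was thus no smaller than that between infected and naïve mice on day 35. The 2 groups of day 35 differed on the second component (exact p = 0.0455) and less clearly on the first (exact p = 0.0606), without adjustment over the components. For I21 and N21 the values were 0.716 on the second and 0.0505 on the first (exact p, likewise unadjusted).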

Principal component analysis of all samples revealed that, despite some variability in overall faecal miRNA profiles between the individuals within each group, the majority of the variance is explained by infection status by day 35 (see Supplementary Fig. 4).

To gain a functional insight into the role of the differentially expressed miRNAs at day 35 post-infection, pathway analysis was performed on their predicted mRNA targets (Fig. 3a). This analysis highlighted a potential role for these miRNAs in the development of fibrosis, with other enriched pathways including wound healing, epithelial adherens junction signalling and tight junction signalling. These results suggest that host miRNAs could be regulating the damage response caused by the invasion of *T. muris* into the epithelium.

**Fig. 3:**
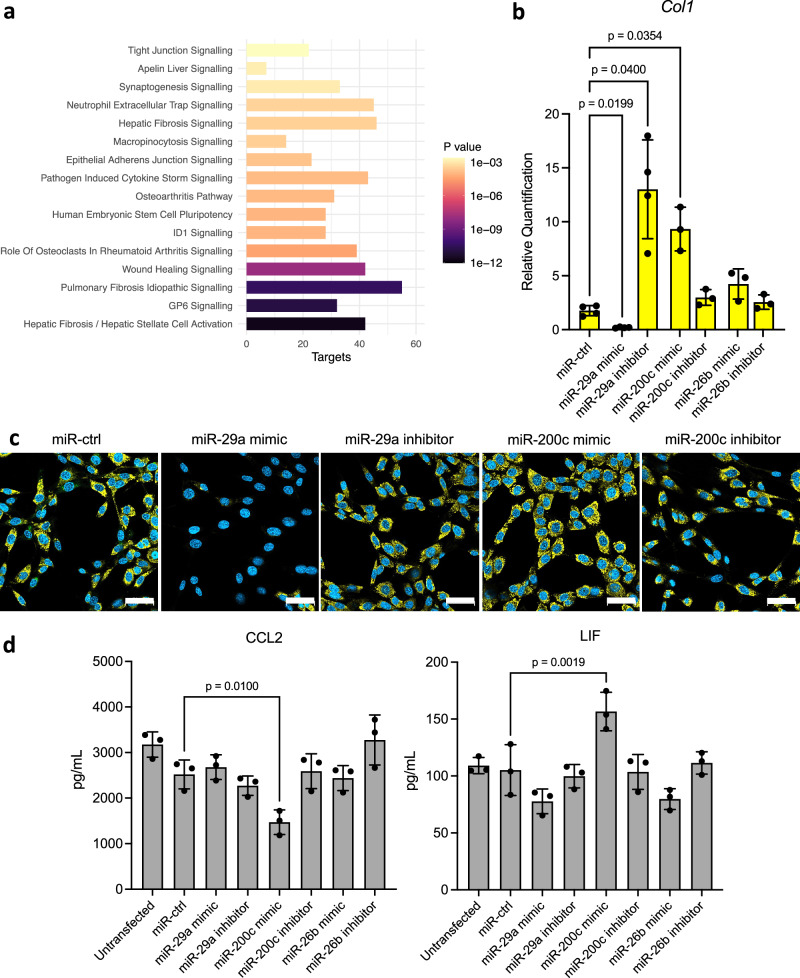
miRNAs differentially expressed by *T. muris* infection regulate fibrosis. **a** Ingenuity pathway analysis was used to identify the top 16 enriched pathways of the mRNA targets of the faecal miRNAs differentially expressed on day 35 of chronic *T. muris* infection. Targets represent the number of mRNA targets of the differentially expressed miRNAs in each pathway. The mRNA targets were pre-filtered to only include those with a confidence level of ‘High predicted’ or ‘Experimentally observed’ prior to pathway analysis. *P* value is a result of Fisher’s exact test (right-tailed). **b**–**d** 3T3 fibroblasts were cultured in TGF-β in the presence of 50 nM of negative control miRNA (miR-ctrl), miR-29a mimic or inhibitor, miR-200c mimic or inhibitor, or miR-26b mimic or inhibitor for 36 h. **b** RNA was harvested and the expression of *Col1* quantified by qPCR relative to the expression in the untreated untransfected cells in each biological replicate. Expression levels were normalised to *Gapdh* using the ∆∆CT method. Statistical significance was calculated by one-way ANOVA with Geisser-greenhouse correction and Dunnet’s multiple comparisons test. The mean and SD are displayed. *n* = 3 or *n* = 4 biological replicates for each condition. **c** Transfected fibroblasts were fixed after 36 h, stained for collagen I (yellow) and a nuclear stain (blue) and imaged by confocal microscopy using a 63x oil immersion objective. Scale bars are 50 µm. **d** Luminex cytokine profiling of fibroblast cell culture supernatant after 36 h of TGF-β treatment and transfections. Statistical analysis is a result of a one-way ANOVA with Holm–Šídák’s multiple comparisons test. The mean and SD are displayed. *n* = 3 biological replicates for each condition.

### Differentially expressed miRNAs increase collagen in fibroblasts

Fibroblasts are key effector cells in fibrosis that undergo conversion to pro-fibrotic myofibroblasts when stimulated by TGF-β^32^. To further understand the functional consequences of the *T. muris*-induced miRNA changes in fibrosis, the top three most differentially expressed miRNAs at day 35 (miR-26b, miR-29a and miR-200c) were transfected into TGF-β stimulated 3T3 fibroblasts in vitro. 

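Among the 120 miRNAs ranked by the p of the edgeR test between I35 and N35, miR-6239 came first, followed by miR-23b-3p (log2 fold change 0.81, standard error 0.246, adjusted p = 0.0997), miR-200c-3p (standard error 0.196, adjusted p = 0.0997), miR-26b-5p (standard error 0.203) and miR-29a-3p (standard error 0.289, adjusted p = 0.113). By DESeq2, miR-26b-5p, miR-29a-3p and miR-200c-3p came next after miR-6239. On GRCm38, miR-26b-5p lies on chromosome 1 from 74394324 to 74394344 in an intron of *Ctdsp1*, and miR-29a-3p on chromosome 6 from 31062673 to 31062694. miR-26b-5p had 68.2 ± 6.42 (SD, n = 5) normalised counts in N21 and rose to its day 35 level in 5 of 5 naïve mice (log2 fold change 0.93, standard error 0.220, adjusted p = 0.00877 with edgeR), while the infected mice had 62.7 ± 6.47 (n = 7) in I0 and 80.9 ± 29.9 in I21, and their log2 fold change between I35 and I0 was 0.40 (edgeR adjusted p = 0.0991, but 0.0229 without I0 replicate 1 and 0.0420 with DESeq2 size factors in edgeR). miR-29a-3p had 66.0 ± 20.8 in I0, 67.4 ± 19.7 in I21 and 64.2 ± 17.7 in N21, and miR-200c-3p 294 ± 52.3 in I21 and 298 ± 36.1 in N21. The change of the difference between infected and naïve mice from day 21 to day 35 was -0.88 (adjusted p = 0.183) for miR-26b-5p, -0.96 (adjusted p = 0.309) for miR-29a-3p and 0.67 (adjusted p = 0.309) for miR-200c-3p. From the predicted targets of the differentially expressed miRNAs (Fig. 3a), the paper proposes that host miRNAs could regulate the response to damage caused by the parasite. The transfected fibroblasts have no sequencing data and were not analysed here.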

Changes in the expression of the myofibroblast markers alpha-smooth muscle actin (α-SMA, encoded by *Acta2* gene) and collagen I (encoded by *Col1* gene) were assessed at both the transcript and protein levels^33^. A Cy3-labelled negative control miRNA (miR-ctrl) was used to account for any possible effects of the transfection process itself.

The transfection of miR-29a or miR-200c resulted in striking changes in *Col1* expression (Fig. 3b). The miR-29a mimic inhibited *Col1* expression in TGF-β treated 3T3 fibroblasts, and conversely the miR-29a inhibitor led to a 13-fold increase in *Col1* expression. An opposing phenotype was observed for miR-200c, where the addition of the mimic induced a significant upregulation of *Col1* expression (Fig. 3b). The changes in *Col1* expression were also confirmed at the protein level with confocal microscopy (Fig. 3c). The miRNA mimics and inhibitors for these three miRNAs did not significantly influence *Acta2* expression compared to the miR-ctrl transfected cells (Supplementary Fig. 5). This suggests that the miRNA-induced changes in collagen production within fibroblasts may be independent of myofibroblast formation in this context.

In parallel to the experiments described above, cytokines present in the cell culture supernatant from the transfected fibroblasts were profiled by Luminex analysis. These analyses revealed that the addition of the miR-200c mimic significantly decreased the production of the Th2-priming cytokine, C-C motif chemokine ligand 2 (CCL2) by over 40%, while inducing the production of the Treg polarising cytokine, leukaemic inhibitory factor (LIF) (Fig. 3d)^34–36^. Taken together we show that decreased miR-29a and increased miR-200c expression in chronic infection are associated with increased collagen production, a key feature of fibrosis. In addition, we predict that increased miR-200c could also alter the immune response through the regulation of T cell polarisation via CCL2 and LIF.

### Evidence of fibrosis in the caecum in *T. muris* infection

After demonstrating the differential expression of miRNAs involved in fibrosis and collagen production, we went on to examine the presence of fibrosis in vivo following *T. muris* infection. We used Hyperion® imaging mass cytometry to characterise pathology, which combines cutting-edge time-of-flight cytometry technology with immunohistochemical staining. Sections of caecum tissue obtained from healthy C57BL/6 and *T. muris*-infected mice were assessed with a panel of fibrosis markers (Fig. 4a). Extensive remodelling was observed in infected tissue, with a pronounced increase in the expression of hyaluronan (yellow), a glycosaminoglycan regulated by TGF-*β* and associated with fibrosis in several diseases including IBD^37,38^. In contrast, hyaluronan expression was faint in naïve tissue, and the crypts were predominantly covered with collagen VI (blue). Heparan sulphate (magenta) is a key structural component of the extracellular matrix that modulates signalling by fibrosis regulators, such as TGF-*β* and bone morphogenic proteins^39,40^. A discernible layer of heparan sulphate was evident at the base of the crypts in tissue from chronic infection, in contrast to the naïve tissue (Fig. 4a and Supplementary Fig. 6).

**Fig. 4:**
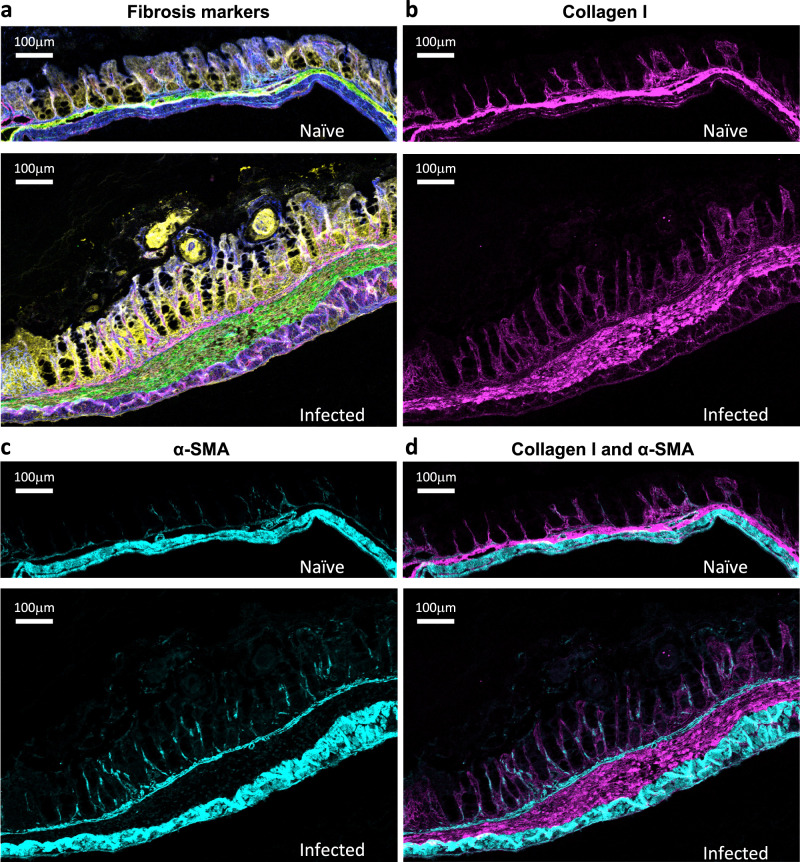
Evidence of fibrosis in the caecum of *T.muris*-infected mice. Ceca from a naïve and a chronically infected C57BL/6 mouse on day 42 post-gavage of water or low-dose *T. muris* eggs were randomly selected for assessment with Hyperion® imaging mass cytometry. **a** Ceca stained for Collagen VI (blue), Collagen I (green), Hyaluronan (yellow) and Heparan sulphate (magenta). **b** For Collagen I (magenta). **c** For α-SMA (cyan). **d** For Collagen I (magenta) and α-SMA (cyan).

Most strikingly, infected mice displayed a substantially thicker layer of collagen I (green) in the submucosa compared to their uninfected counterparts. In agreement with our previous findings that miR-29a and miR-200c increased collagen I but did not significantly influence *Acta2* expression in fibroblasts, the region of increased collagen I deposition does not co-stain for α-SMA (Fig. 4b–d). These data together support our predicted involvement of faecal miRNAs in collagen production and the development of fibrosis in the caeca of mice with a chronic *T. muris* infection.

## Discussion

Small RNA sequencing of faecal miRNAs provides a non-invasive method to explore the transcriptional state of the intestine in health and disease. Compared to conventional methods such as colonoscopies and endoscopies, it is less invasive, does not require specialised administration, and is more accessible for research, providing a practical tool for monitoring intestinal health. However, faecal miRNA sequencing protocols and the typical miRNA content of faecal samples remain poorly described. Here, we provide a comprehensive description of faecal miRNA sequencing from sample collection through to analysis and demonstrate a stable faecal miRNA profile in healthy mice. We then employ this tool to describe a role for host miRNAs in the host-pathogen relationship during infection with the intestinal helminth, *T. muris*, a model of the human intestinal helminth, *T. trichiura*^28^.

Small RNA sequencing of faecal samples to study miRNAs has unique challenges due to the high proportion of degraded RNA species such as tRNA and rRNA. However, miRNAs themselves are stable in faeces and can be protected from degradation by encapsulation in EVs^5^. Despite inter-study variables such as housing conditions, diet, exposure to microbes, sample processing and extraction methods, we identify a remarkably reproducible core faecal miRNA profile in healthy mice across several studies (consisting of miR-21a, miR-148a, miR-192, miR-194, miR-215 and members of the let-7 and miR-200 families). In this study, we found that in agreement with previous literature, the storage of faecal pellets at 4˚C and the use of stabilising buffers is sufficient to prevent miRNA degradation in faecal samples^41,42^. In doing so, we were able to increase the miRNA read yield compared to previous studies. We also identify key areas for further optimisations to this technique, such as a more effective exclusion of rRNA fragments prior to library preparation, and the improvement of the size selection methods implemented during library preparation. Such optimisations will further improve the sensitivity and cost-effectiveness of this method and facilitate its wider implementation as a hypothesis-generating tool.

We hypothesised that intestinal miRNAs would have a role in regulating the transcriptional response to *T. muris* infection. To establish infection, *T. muris* must burrow into and attach to the intestinal epithelium. In doing so, this causes damage that must be restrained to maintain the health of the host^43–45^. However, the orchestration of tissue repair in chronic infections characterised by low expression of classical wound healing Th2 cytokines, remains elusive. We identified several differentially expressed miRNAs during chronic infection, including established fibrosis regulators such as miR-29a and miR-200c^46–49^. We validate that the changes in these miRNAs during infection enhance collagen I production in fibroblasts, key mediators of fibrosis. Mechanistically, miR-200c likely exerts its regulatory effect by targeting GATA binding protein 4 (GATA4), a known repressor of collagen I in fibroblasts^50,51^. Conversely, miR-29a targets collagen I and impacts its expression directly^52,53^. Altered host miRNA expression may therefore regulate the wound healing response and induce fibrosis independently of Th2 cytokines. Furthermore, our findings suggest a mechanism for helminth-induced intestinal pathology via the perturbation of host miRNAs.

In addition to its impact on collagen I production, miR-200c regulated fibroblast cytokine secretion. In TGF-β-treated fibroblasts, miR-200c significantly decreased the secretion of CCL2, and increased the secretion of LIF. CCL2 is a potent Th2-type cytokine that is produced by dendritic cells upon stimulation of the TLR-MyD88-NF-kB pathway by *T. muris* excretory/secretory products^36,54^. This pathway also exists in fibroblasts, and MyD88 is a validated target of miR-200c, which suggests a potential mechanism for the observed inhibition of CCL2 by miR-200c (Supplementary Fig. 7)^55^.

LIF is a member of the IL-6 cytokine family, and in the presence of TGF-β, high LIF levels and low IL-6 levels promote the differentiation of naïve T cells into Tregs; whilst low LIF levels and high IL-6 favours Th17 cell differentiation^34,35^. The induction of LIF by miR-200c may be attributed to miR-200c targeting of a LIF repressor, zinc finger E-box-binding homeobox 1 (ZEB1)^56,57^. Additionally, miR-200c directly targets IL-6 and its signalling pathways and reduces CCL2, an inducer of IL-6^58,59^. Taken together this data suggests that miR-200c shifts the Treg/Th17 cell balance towards anti-inflammatory Treg production and potentially limits immunopathology during chronic infection (Supplementary Fig. 8).

In addition to its roles in collagen production and cytokine secretion, miR-29a has several additional functions that may be relevant in *T. muris* infection. For example, miR-29a represses Th1-polarising transcription factors T-bet and Eomes, and negatively regulates IFN-γ production in T cells^60,61^. Furthermore, miR-29a downregulates the tight junction protein, claudin-1 in the intestinal epithelium and may facilitate stem cell-mediated regeneration of intestinal tissue following injury^62,63^. Therefore, reduced expression of miR-29a in *T. muris* infection may drive Th1-type immune responses and limit the host’s anti-helminth proliferative response that can expel the parasite from the epithelium^64^.

Hyperion mass cytometry imaging revealed significant fibrotic remodelling in the caecum as a consequence of infection, with changes in collagen I, hyaluronan and heparin sulphate expression. Intestinal fibrosis is not well described as a consequence of helminth infection, however, liver fibrosis is a common complication of infection with *Schistosomes*^65,66^. Notably, *Schistosoma japonicum*-induced liver fibrosis is also characterised by reduced miR-29a expression that correlates with fibrosis severity in humans, suggesting a potential common mechanism by which fibrosis is induced during infection with distinct helminth species^65^. Whilst our data suggests roles for host miRNAs in the development of pathology during *T. muris* infection, additional experiments, such as miRNA overexpression or knockdown are needed to confirm this in vivo. Exploring the roles of these miRNAs in other cell types, such as intestinal epithelial cells, would also provide a more comprehensive understanding of their function in *T. muris* pathology.

The mechanisms through which infection alters faecal miRNAs remain unclear. However, miRNAs are conserved across helminths and mammals, and helminths produce EVs that contain miRNAs and the Argonaute endonuclease effector protein^67–69^. Furthermore, mouse-derived miRNAs are abundant in *T. muris* EVs, indicating a potential to alter the host miRNA composition and transcriptional profile in pathogenesis^69^. However, additional research is required to determine the molecular mechanisms of such inter-species interactions. Endogenous miRNA expression, including that of miR-29a and miR-200c, can be influenced by dietary fat content^23,70–73^. Notably, dietary fat content can also influence the outcome of *T. muris* infection^74^. Dietary plants also contain exogenous plant miRNAs that are encapsulated in EVs and can modulate both the microbiota and the host, shaping the inflammatory response^12,75^. Together, these findings suggest promising therapeutic avenues to potentially modulate intestinal miRNAs through dietary interventions.

In conclusion, our study demonstrates the robustness of faecal miRNA profiling through small RNA sequencing as a non-invasive methodology for studying intestinal disease. By employing this tool to study *T. muris* infection, we identify potential roles for miRNAs, such as miR-29a and miR-200c, in shaping the immune response and contributing to intestinal fibrosis during chronic infection. Helminths, despite being recognised as pathogens that cause significant morbidity, paradoxically offer therapeutic potential in the treatment of inflammatory diseases due to their immunomodulatory properties^76,77^. Furthering understanding of the molecular underpinnings of the host-pathogen interaction may facilitate the refinement of helminth-inspired therapies for inflammatory diseases, possibly by disentangling the desirable anti-inflammatory effects from the potentially harmful pro-fibrotic effects of infection. Furthermore, fibrosis is a key contributor to tissue dysfunction and disease progression in multiple chronic inflammatory conditions of the intestine, and so the potential of specific faecal miRNAs to act as non-invasive biomarkers will be of wide interest^78^. Given the critical role of intestinal health in overall well-being, we anticipate that broader applications of this faecal small RNA sequencing pipeline will enable hypothesis generation and discovery in diverse contexts, including in infections, inflammatory conditions, microbial dysbiosis, and cancer.

## Methods

### Ethics statement

Experiments involving mice were performed in accordance with the United Kingdom’s Animals (Scientific Procedures) Act 1986 under the Home Office project license P043A3082 and after local Animal Welfare and Ethical Review Body approval.

### Animals and sampling

Male C57BL/6 mice of 6–8 weeks of age (Charles Rivers laboratories, UK) were co-housed for 2 weeks prior to the beginning of the experiment. Mice were infected by oral gavage with a low dose (~25 eggs) of *Trichuris muris* (Edinburgh strain) suspended in 200 µl water (*n* = 7), or with 200 µl water alone as a control (*n* = 5). Animals were housed at 22 °C ± 1 °C with 65% humidity and a 12 h light-dark cycle with free access to food and water. Faecal pellets were collected directly into 750 µl pre-chilled RNA*later*® (Ambion) and stored at 4 °C prior to the extraction of total RNA (within 24 h) using the mirVana™ miRNA Isolation Kit (Invitrogen). Extractions were repeated from the same collection of faecal pellets within 24 h if the initial extraction did not yield clear and distinct ribosomal bands measured by the TapeStation electropherogram. Total RNA was stored at −80 °C prior to preparation for sequencing. Small RNA sequencing was performed on 31 samples, from the infected and naïve groups at day 21 and day 35 and additionally from the infected group prior to infection on day 0.

### Library building and small RNA sequencing

Small RNA sequencing libraries were built using the NEBnext small RNA library prep set for Illumina (New England Biolabs) following the manufacturer’s instructions. 500 ng total RNA per sample was used as input with undiluted SR adaptors and RT primers. Amplification was performed with 12 PCR cycles. Size selection was performed using the Novex 6% TBE gel (Invitrogen, Life Technologies). Samples were pooled and 76 bp paired-end sequencing was performed on the Illumina Hiseq4000 at the University of Manchester Genomic Technologies Core Facility. The faecal small RNA sequencing data generated during the course of this study have been deposited in the NCBI Gene Expression Omnibus database, under accession number GSE267555 (*n* = 31).

### Collection of data for meta-analysis

The inclusion criteria for studies in the meta-analysis was, to the best of our knowledge, all studies that have published publicly available faecal small RNA sequencing data from C57BL/6 mice during the study period (up until October 2024). Fastq files for published data were obtained through the following NCBI bioproject accession numbers: Tomkovich et al., PRJNA422621 (*n* = 21)^14^, He et al., PRJNA695265 (*n* = 11)^15^, and Liu et al., PRJNA563061 (*n* = 15)^16^.

### Analysis of small RNA sequencing data

The forward read of each read pair for paired-end data was used for analysis of all collected and generated datasets. Cutadapt version 1.8^79^ was used to remove sequencing adaptors, filter for quality, and for reads of 18–26 nucleotides in length. Small RNA reads were firstly mapped to tRNA and rRNA with 0 mismatches using bowtie1 version 1.1.1^80^, and all hits were excluded from further analysis. Remaining reads were mapped to the mouse genome (mm10) using Bowtie1 and the following parameters: -v 1 -m 10 -S -a --best --strata. Mouse miRNAs were quantified using the featureCounts function of Subread version 1.6.0^81^ using the mmu.gff3 annotation file from miRbase^82^. For miRNAs annotated in multiple locations of the mouse genome, the locus with the highest number of small RNA reads mapped to it was used for further analysis. Reads were normalised using the counts() function of DESeq2 which adjusts for differences in sequencing depth and RNA composition by calculating size factors. The bioinformatics pipeline developed herein is publicly available and can be found at https://github.com/elayton13/faecalmiRseq.

### Differential expression and pathway analysis

Differential expression analysis was performed using the DESeq function of DESeq2^83^. The Wald test was used to calculate statistical significance and Benjamini-Hochberg false discovery corrected miRNAs with an adjusted *p* value < 0.05 were considered differentially expressed. Functional analysis was performed on the predicted mRNA targets of the differentially expressed miRNAs at day 35 post-infection using Ingenuity Pathway Analysis (Qiagen). The mRNA targets were pre-filtered to only include those with a confidence level of ‘High predicted’ or ‘Experimentally observed’ prior to pathway analysis. Fisher’s exact test (right-sided) was used to identify over-represented pathways in the mRNA targets.

### Cell culture and cytokine profiling

NIH-3T3 mouse fibroblasts (ATCC CRL-1658) were seeded overnight prior to treatment with 10 ng/mL recombinant mouse Transforming Growth Factor β1 (TGF-β, R&D systems, catalogue ID: 7666-MB-005/CF) and simultaneously transfected with 50 nM of mirVana™ mimics, or inhibitors (Life Technologies), or a cy3-labelled negative control miRNA (Dharmacon, catalogue ID: CN-001000-01-05). Cell culture supernatants were removed at the end of the experiment and stored at −80 °C prior to cytokine analysis using the MILLIPLEX MAP Mouse Cytokine/Chemokine Magnetic Bead Panel (catalogue ID: MYCTOMAG-70K).

### Confocal imaging

NIH-3T3 cells were incubated for 36 h in 10 ng/mL TGF-β and transfected as described (see above). Cells were fixed in 4% paraformaldehyde (PFA) and permeabilised with PBST prior to staining with primary antibodies diluted in PBST at 1:2000 for collagen I (Abcam, catalogue ID: ab270993) and nuclear staining with Hoechst. NIH-3T3 cells were imaged on the LSM800 confocal microscope (Carl Zeiss) using a 63× oil immersion objective.

### RNA isolation and qPCR

Total RNA was isolated from fibroblasts at the end of the 36-h transfection experiment using the RNeasy Micro Kit (Qiagen) and stored at −80 °C. cDNA was synthesised using the SuperScript™ III First-Strand Synthesis System (Invitrogen) and GoTaq® qPCR Master Mix (Promega) used for quantification on the QuantStudio 6 Flex System (Applied Biosystems). Relative quantification was performed using the ∆∆CT method normalised to mouse *Gapdh*.

### Hyperion imaging mass cytometry

Sections of caecum tissue were initially deparaffinized using a standard xylene and ethanol gradient to rehydrate the samples. Microwave antigen retrieval was performed in Tris EDTA buffer (pH 9.0) for 20 min. Non-specific proteins were blocked in 3% (w/v) bovine serum albumin (BSA) in 5% (v/v) goat serum with 0.05% (v/v) Tween for 1 h at room temperature followed by blocking endogenous avidin /biotin (Biolegend Blocking System). Metal-conjugated primary antibodies, diluted 1:50 for Collagen VI (Abcam, catalogue ID: ab229450) and Heparan Sulphate (AmsBio, catalogue ID: 270255-1), 1:200 for Collagen I (Standard Biotools, catalogue ID: 3169023D), 1:150 for alpha-SMA (Standard Biotools, catalogue ID 3141017D) and 1:100 for Hyaluronic acid binding protein-biotinylated (Merck, catalogue ID: 385911) were prepared in PBS supplemented with 0.5% (w/v) BSA, and tissue sections stained overnight at 4 °C. The tissue sections were washed with PBS and incubated with a secondary metal-conjugated anti-biotin antibody (Standard Biotools, catalogue ID: 3170003B) at a dilution of 1:150 for 1 h at room temperature, followed by washing in PBS (further details can be found in Supplementary Table 1). Sections were stained with DNA intercalator (1:800, Standard Biotools, catalogue ID: 201192B) for 20 min. Imaging was performed on an imaging mass cytometer (Hyperion, Standard Biotools) and carried out in the Flow Cytometry core facility at the University of Manchester. The Hyperion mass cytometer was funded by the BBSRC (BB/S019324/1).

### Statistics and reproducibility

Statistical analysis was carried out in GraphPad Prism (version 10.0.1 for MacOS X, GraphPad Software, San Diego, California USA). Sample sizes for faecal miRNA sequencing were based on previously published literature. No data were excluded from the analyses. Allocation of mice to experimental groups was randomised. Investigators were not blinded to allocation during experiments and outcome assessment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

Sequencing data generated during the course of this study is deposited under the Gene Expression Omnibus accession number: GSE267555. Fastq files for previously published data used in the meta-analysis were obtained through the following NCBI bioproject accession numbers: Tomkovich et al., PRJNA422621 (*n* = 21)^14^, He et al., PRJNA695265 (*n* = 11)^15^, and Liu et al., PRJNA563061 (*n* = 15)^16^. Source data are provided with this paper.

## Code availability

The bioinformatics pipeline developed is publicly available and can be found at https://github.com/elayton13/faecalmiRseq.

# Supplementary material for: An optimised faecal microRNA sequencing pipeline reveals fibrosis in Trichuris muris infection
**Source:** Nat Commun. 2025 Feb 12;16:1589. doi: 10.1038/s41467-025-56698-w
**Supplement:** Supplementary file 1 — Supplementary Information

An Optimised Faecal microRNA Sequencing Pipeline Reveals Fibrosis in *Trichuris muris* Infection

Supplemental information

Target	Metal Isotope	Company	Catalogue Number	Concentration	Dilution Factor
α SMA	141Pr	Standard Biotoools	3141017D	0.500mg/mL	150
Collagen VI	142Nd	Abcam	ab229450	0.433mg/mL	50
Heparan Sulphate	143Nd	Amsbio	270255-1	0.352mg/mL	50
Collagen I	169Tm	Standard Biotoools	3169023D	0.500mg/mL	200
Biotinylated Hyaluronan-Binding Protein (HABP)	N/A	Merck	385911	0.500mg/mL	100
Anti-Biotin	170Er	Biolegend	409002	0.737mg/mL	100

Table 1. Antibody concentrations and dilutions used for Hyperion® mass cytometry.

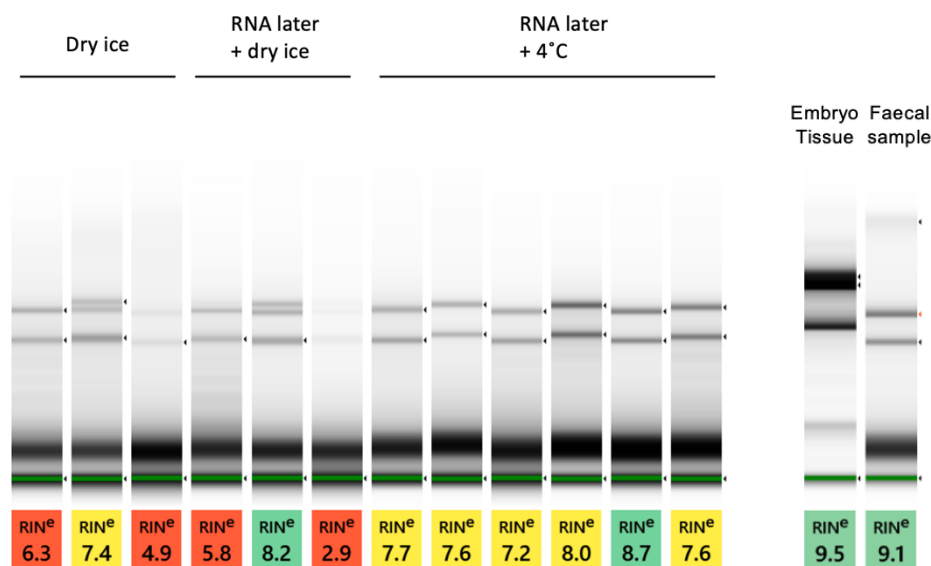

Figure 1. Electropherogram of Faecal Total RNA Extracted After Different Storage Conditions. The TapeStation gel electropherogram shows two RNA bands for the large (upper band) and small (lower band) ribosomal subunits. The thicker, darker and more diffuse bands at the bottom of the electropherogram represents the small RNA content of each sample. (RNA INtegrity) RINe values are calculated by the TapeStation from 1 to 10 with 10 being the highest quality RNA. All total RNA samples in the left panel are from murine faecal samples and in the right panel the RNA content of a faecal sample is compared to that of murine embryo tissue.

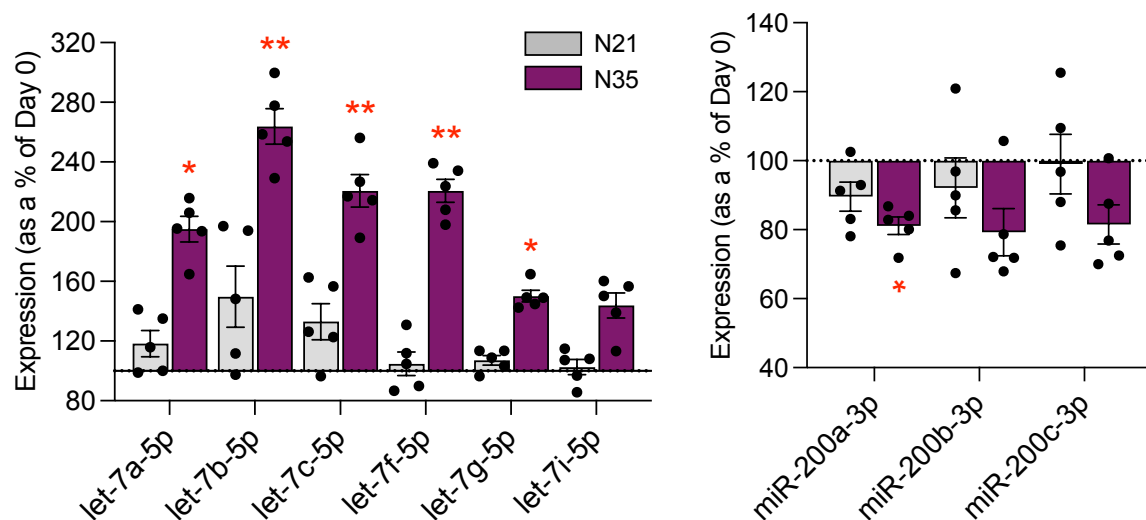

Figure 2. Dynamics of Most Abundant Faecal miRNAs in Healthy Mice Over Time. Expression of miRNAs on day 21 and day 35 (N21 and N35) shown as a percentage change from the value at day 0 (I0). Only reads that mapped uniquely to each miRNA are included. Mean and SEM are plotted. Statistical significance was calculated on the normalised counts for each group by two-way ANOVA with Geisser-greenhouse correction and Tukey's multiple comparisons test. Significance values displayed are for each timepoint versus I0. * = adj. $p < 0.05$, ** = adj. $p < 0.01$.

Most common miR-6239 read: agcgggtggatcactcgggt
 6239 genomic locus: tagcgttggatcactcgggtg

Most common miR-6239 read: agcgggtggatcactcgggt
 Mouse 5.8S rRNA locus: tagcgggtggatcactcggct

Figure 3. Alignment of miR-6239 reads to the miR-6239 locus and the mouse rRNA locus. Solid lines illustrate matching nucleotides between the read and reference sequence and asterisks represent mismatches.

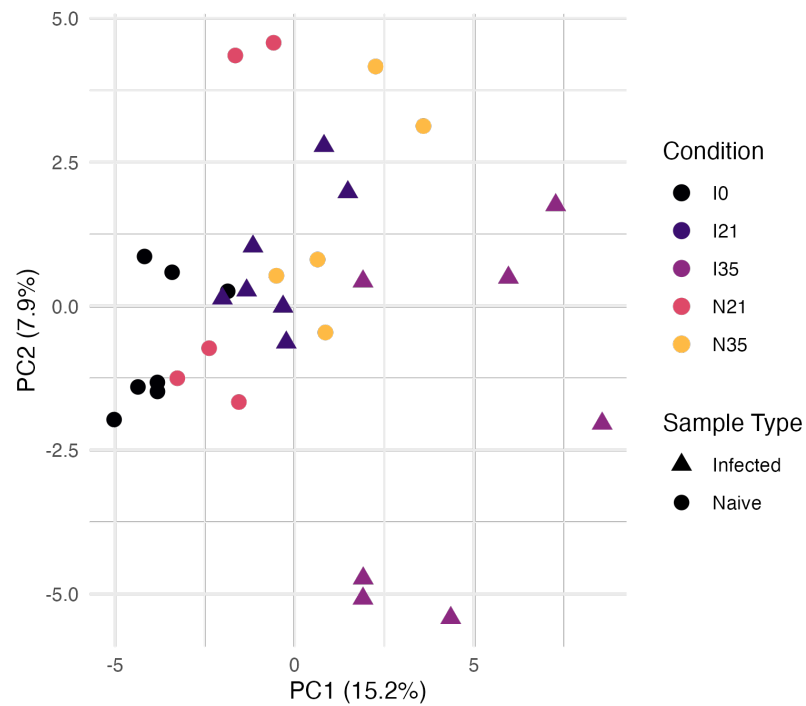

Figure 4. Principle component analysis of faecal miRNA samples from *T. muris*-infected and naive mice. Samples were taken from three timepoints Day 0 (I0), Day 21 (I21 and N21) and Day 35 (I35 and N35) post-gavage. Data was subject to variance stabilising transformation (VST) prior to plotting.

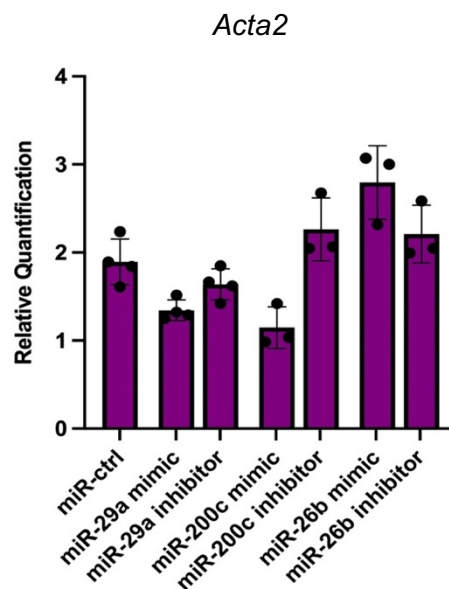

Figure 5. Transfection of Differentially Expressed miRNAs on *Acta2* Expression. 3T3 fibroblasts were cultured in TGF- β in the presence of 50nM of negative control miRNA (miR-ctrl), miR-29a mimic or inhibitor, miR-200c mimic or inhibitor, or miR-26b mimic or inhibitor for 36 hours. RNA was harvested and the expression of *Acta2* quantified by qPCR relative to the expression in the untreated untransfected cells in each biological replicate. Mean and SD are plotted. Statistical significance was calculated with one-way ANOVA with Geisser-greenhouse correction and Dunnet's multiple comparisons test.

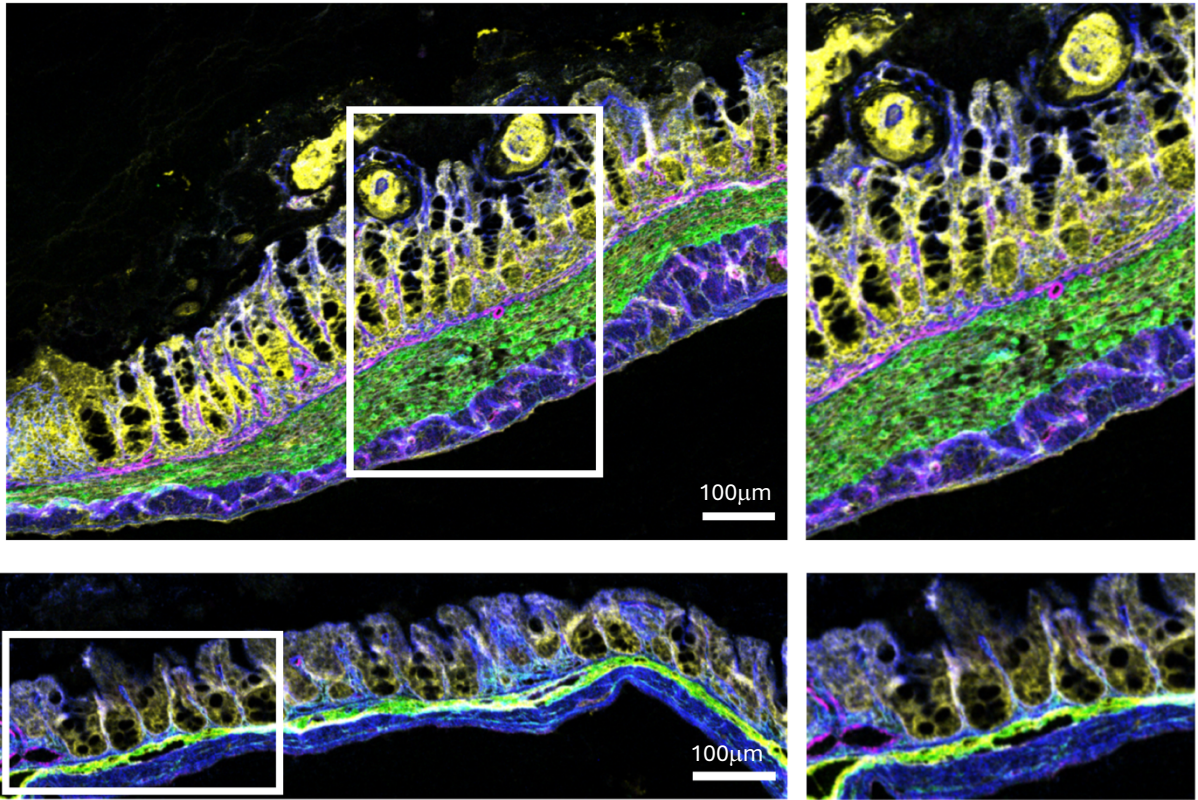

Figure 6. Zoomed Hyperion® mass cytometry images from Figure 4.

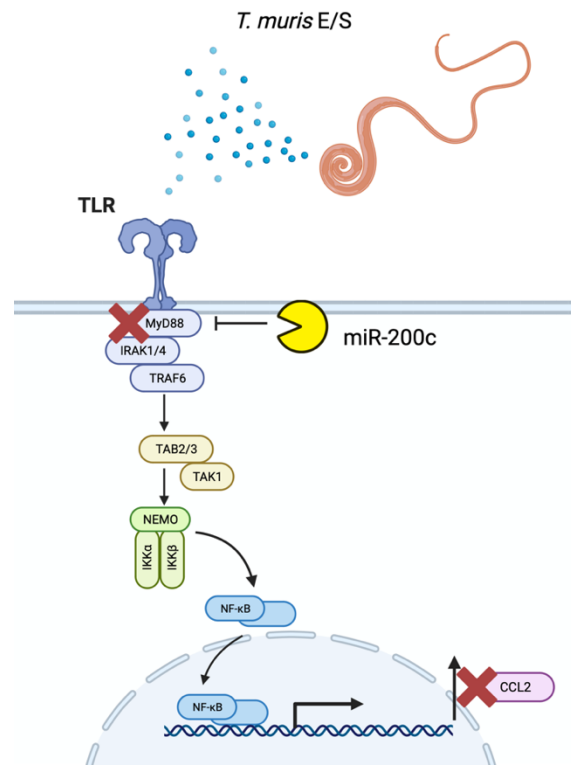

Figure 7. *miR-200c can Prevent *T. muris* E/S-induced Upregulation of CCL2 by Targeting MyD88.* *T. muris* E/S activates TLR-MyD88-NF-κB signalling. MyD88 is a known target of miR-200c and its degradation could lead to a decrease in CCL2 production via prevention of NF-κB activation. Created in BioRender. Layton, E. (2024) <https://BioRender.com/p84x755>

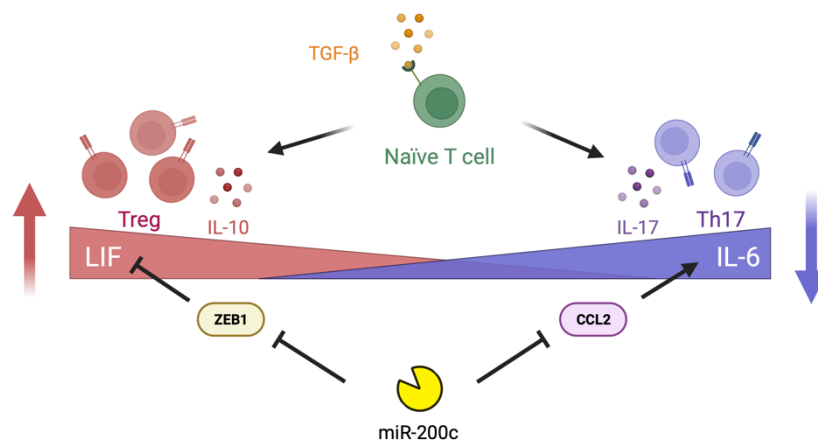

Figure 8. *miR-200c Induces Tregs by Increasing LIF and decreasing IL-6.* In the presence of TGF-β naïve T cells can be differentiated into Tregs or Th17 cells dependent on the level of LIF and IL-6, which have been reported to be mutually exclusive. LIF secretion is upregulated by miR-200c mimic in fibroblasts which is known to target ZEB1, a repressor of LIF, and CCL2, an inducer of IL-6. Therefore miR-200c could increase the production of Tregs from naïve T cells in this model. Created in BioRender. Layton, E. (2024) <https://BioRender.com/y85t501>

# Supplementary material for: An optimised faecal microRNA sequencing pipeline reveals fibrosis in Trichuris muris infection
**Source:** Nat Commun. 2025 Feb 12;16:1589. doi: 10.1038/s41467-025-56698-w
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1: A file containing faecal microRNA counts and the results of the differential expression analysis for the samples in the current study.

Supplementary Data 2: The mRNA targets of the faecal miRNAs differentially expressed on day 35 of chronic *T. muris* infection that constitute the enriched pathways illustrated in figure 3b.

# Supplementary material for: An optimised faecal microRNA sequencing pipeline reveals fibrosis in Trichuris muris infection
**Source:** Nat Commun. 2025 Feb 12;16:1589. doi: 10.1038/s41467-025-56698-w
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Software was not used for data collection.                                                                                                                                                                          |
| Data analysis   | All details of software and the versions used can be found on the github repository referred to in the manuscript <a href="https://github.com/elayton13/faecalmiRseq">https://github.com/elayton13/faecalmiRseq</a> |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Sequencing data generated during the course of this study is deposited under the Gene Expression Omnibus accession number: GSE267555 and is publicly available.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample sizes were based on previously published data. Please see: Liu, S., R.M. Rezende, T.G. Moreira, S.K. Tankou, L.M. Cox, M. Wu, A. Song, F.H. Dhang, Z. Wei, G. Costamagna, and H.L. Weiner, Oral Administration of miR-30d from Feces of MS Patients Suppresses MS-like Symptoms in Mice by Expanding Akkermansia muciniphila. Cell Host Microbe, 2019. 26(6): p. 779-794 e8.

Data exclusions No data was excluded

Replication To ensure reproducibility a minimum of three independent replicates were performed for the qPCR data and luminex cytokine analysis. For in vivo work there were biological replicates in the infected and naive groups of mice (n=7 and n=5, respectively).

Randomization Allocation of mice to infection or control groups was random.

Blinding Blinding was not performed since a single researcher (EL) was primarily responsible for data collection and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

n/a Involved in the study

☐ ☒ Antibodies

☐ ☒ Eukaryotic cell lines

☒ ☐ Palaeontology and archaeology

☐ ☒ Animals and other organisms

☒ ☐ Clinical data

☒ ☐ Dual use research of concern

☒ ☐ Plants

### Methods

n/a Involved in the study

☒ ☐ ChIP-seq

☒ ☐ Flow cytometry

☒ ☐ MRI-based neuroimaging

### Antibodies

Antibodies used For Hyperion imaging: Collagen VI (Abcam, catalogue ID: ab229450, clone EPR17072), Heparan Sulphate (AmsBio, catalogue ID:

|                 |                                                                                                                                                                                                                                                                                                                                                                                             |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | 270255-1, clone F58-10E4), Collagen I (Standard Biotech, catalogue ID: 3169023D), alpha-SMA (Standard Biotech, catalogue ID 3141017D) Hyaluronic acid binding protein-biotinylated (Merck, catalogue ID: 385911) and metal-conjugated anti-biotin antibody (Standard Biotech, catalogue ID: 3170003B). For confocal imaging: collagen I (Abcam, catalogue ID: ab270993, clone EPR24331-53). |
| Validation      | Each antibody was validated for the application by the manufacturer and details of their use in previous publications can be found on the respective manufacturer websites.                                                                                                                                                                                                                 |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                 |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Fibroblast cell line used was the NIH/3T3 line from American Type Culture Collection (ATCC)                                                                                                     |
| Authentication                                                    | ATCC provides authentication data, cell line history, morphology, and species confirmation. Cell lines were confirmed to be mycoplasma free and were observed to be of the expected morphology. |
| Mycoplasma contamination                                          | Cell lines were negative for mycoplasma                                                                                                                                                         |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                             |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                             |
|-------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6 mice of 8-10 weeks age were infected with a low dose (~20 eggs) of <i>Trichuris muris</i> Edinburgh (E) strain by oral gavage                                                                       |
| Wild animals            | No wild animals were used in this study                                                                                                                                                                     |
| Reporting on sex        | Sex-based analysis was not performed in this study since the fundamental mechanisms governing susceptibility and resistance to <i>Trichuris muris</i> infection are known to remain consistent across sexes |
| Field-collected samples | Samples were not collected from the field                                                                                                                                                                   |
| Ethics oversight        | All procedures were performed in accordance with the United Kingdom's Animals (Scientific Procedures) act (1986) under Home Office project license P043A3082 and after local AWERB approval                 |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

How the deposited data were processed for this re-analysis (not part of the article)

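Small RNA of faecal pellets was sequenced in 31 libraries from 12 mice. Of these, 7 mice were sampled before infection and on days 21 and 35 of a low dose infection with *T. muris* (I0, I21 and I35), and 5 naïve mice were sampled on days 21 and 35 (N21 and N35). Each library is a single mouse on a single day, and libraries were mapped to groups from the sample labels and the column names of the table.

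The authors trimmed the forward reads with Cutadapt 1.8, kept reads of 18 to 26 nucleotides, removed reads matching tRNA or rRNA without a mismatch with Bowtie 1.1.1, mapped the rest to mm10 (at most 1 mismatch, at most 10 places, all best hits kept) and counted them over miRBase with featureCounts of Subread 1.6.0. For a miRNA at several loci, the locus with the most reads was kept. The paper's text does not name the featureCounts setting for reads that map to several places. The deposited table holds, for each mature miRNA and library, a count (the raw number of reads) and a score (the same count divided by DESeq2 size factors by the authors and rounded to a whole number). It lists 1966 miRNAs, of which 2 have no name and hold 0 counts. All 62 columns of sample values were read and used. Raw counts were used for every test of many miRNAs, and the authors' normalised counts for means, ranks and percentages.

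Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) after TMM normalisation, in a single fit of the 5 groups over all 31 libraries, on the 120 miRNAs with more than 10 raw counts in at least 5 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are those of the log2 fold change from this fit. The Wald test of DESeq2, which the paper names, was run as an alternative (version 1.42.0, on all miRNAs, with independent filtering at its default of 0.1). The paper's text does not give its DESeq2 version, design or filtering setting. The comparisons were I21 with N21, I35 with N35, N21 and N35 with I0, N35 with N21, I21 and I35 with I0, and the interaction of infection and day. Single miRNAs and library totals were compared with two-sided exact permutation tests, and the 18 miRNAs of Fig. 2c–f were adjusted over 36 tests. Lists of miRNAs were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, adjusted over the lists of a comparison. Principal components were computed on variance-stabilised counts of the 500 most variable miRNAs. Loci were read from the deposited coordinates and the GENCODE M21 annotation of GRCm38. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 was used for the permutation tests.

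The comparisons, the main tests, the alternatives except those named as added later, the lists of miRNAs and the rule for naming miRNAs were written down before the data were examined. The rule names every miRNA that the study names for its sequencing, up to 10 miRNAs per direction with the smallest p among those past the threshold of a comparison, and members of the lists past the threshold. Values of the first miRNAs of Supplementary Data 1 and the Source Data had been seen when the rule was written. The 16 lists are the let-7, miR-200, miR-29, miR-30 and miR-26 families, the miR-23/27/24 clusters, the miR-15/16/103/107 group, the miR-17/92 clusters, miRNAs of intestinal epithelium, enteroendocrine cells, blood and immune cells, red blood cells, stroma, muscle and vessels, and liver, fibrosis miRNAs, and miRNAs numbered 1000 or more. Lists with at least 2 tested members were tested.

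The alternatives changed the normalisation, the filter, the miRNAs counted, the libraries in the fit, a covariate for depth, a term for the mouse number and the test, and left out each library in turn. Added after the data were seen were DESeq2 at a threshold of 0.1, DESeq2 on the filtered miRNAs, libraries thinned to the shallowest total of 10172 counts, a fit without the 4 I35 libraries under 15000 counts, and a term for the individual mouse. The numbers of infected and naïve mice name different animals, so a term for the number pairs no samples between these groups. Within a group, libraries differed by more than sampling noise (chi-squared per degree of freedom of at least 4.72), so the spread between mice sets the error.

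The fit was tested on simulated data in which 20 of the 120 miRNAs were changed 2-fold or 4-fold at the observed depth and spread, in 20 simulations per comparison. The adjustment is stricter where fewer miRNAs change, so the rates below hold for that number of changes. Between 54.5% and 62.0% of the miRNAs changed 2-fold were called, 91.0% to 95.5% of those changed 4-fold, and 0.300% to 0.850% of unchanged miRNAs. Depth ranged from 10172 to 122794 counts per library, and miRNAs with means of a few counts have wide errors. The transfection, cytokine, imaging and pathway experiments of the paper have no file in this series and were left out.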

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

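The split of the naïve mice, the share retained with the depth covariate, the thinning of the libraries and the fit without the 4 shallow I35 libraries were tests chosen after the data had been seen. Samples lying far from the others of their group were searched in 135 groups of values, and 10 were found where chance gives about 1 in 20, or 6.75.

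In uninfected mice 37 of 120 miRNAs were called between N35 and I0, and of 100 splits of these libraries the real one alone gave as many (1 of 100, 37 calls, 2 at most in the others), so chance alone is argued against. A trend with library depth is argued against as the whole cause, since with log2 total counts as a covariate the 37 miRNAs retained a median share of 0.976 of their log2 fold change (bootstrap 0.895 to 1.05, 0.932 at the lowest with each library left out in turn), and 16 of them were still called as their median standard error grew from 0.269 to 0.314. Thinning to 10172 counts left a median share of 1.08 over the same 37 (bootstrap 0.789 to 1.14, 26 still passed the count limit), which decides nothing since thinning keeps the proportions of each library, so an effect of depth itself cannot be told apart by it. A difference between the animals sampled on day 0 and the naïve animals is argued against as the whole cause. For miRNAs called with 3 of the naïve mice, the median change from day 21 to day 35 in the other 2 went the same way in all 10 splits (median signed log2 fold change 0.63, lowest 0.57, highest 0.89). Not every called miRNA did so, with 25 of 30 above 0 when called with mice 3, 4 and 5 and 18 of 18 with mice 1, 2 and 4. A library or sequencing run shared by the day 35 samples cannot be told apart from the day itself, as the same miRNAs moved the same way from I21 to I35 (median signed log2 fold change 0.31, bootstrap 0.18 to 0.55, 34 of 37 above 0) and the paper states that samples were pooled for sequencing without naming the pools or library batches, and a change with age stays open as an untested biological explanation.

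miR-6239 was higher in I35 than in N35 by a log2 fold change of 2.14 (standard error 0.496, adjusted p = 0.0169). Without the 4 I35 libraries under 15000 counts it was 1.47 (standard error 0.503, adjusted p = 0.193), so the call ended as the fold fell with a like error, and an effect of shallow libraries cannot be told apart from infection because 1.47 lies within its error of 1.07, which is 0.5 of the change over all libraries. The other 16 miRNAs numbered 1000 or more had a median of 0.42 (bootstrap -0.01 to 1.02, 11 of 16 above 0), under that 1.07, so as a set they differed less than miR-6239. A common rise of fragments of other RNAs counted as late-numbered miRNAs cannot be decided by this. miR-6239 had the smallest p of the comparison, so its fold was likely to exceed theirs, and which of the 16 are fragments is not known. The paper states that these reads also map to ribosomal RNA, and whether such reads differ between the groups was not tested because the table holds no reads, so infection stays open.

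The first principal component parted I35 (lowest library 1.53) from I0 (highest -1.68), and I35 held the shallowest libraries. With group means removed, its correlation with log10 total counts over 31 libraries was r = -0.299 (permutation p = 0.190, 100000 resamples, bootstrap -0.639 to 0.111) and rho = -0.235 (permutation p = 0.264), and r was -0.199 without the 2 libraries farthest in depth. The interval includes both no relation and a strong one, so depth cannot be told apart from infection and day.

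Of the same 7 mice before and after infection, which the paper's text does not compare, 7 miRNAs were called between I21 and I0 and 42 between I35 and I0. Of 100 splits only the real one gave as many (1 of 100 for I21, with 3 calls at most in the others, and 1 of 100 for I35, with 17 at most), so chance alone is argued against for both. When days were exchanged within mice, 1 of 64 exchanges gave as many calls in each comparison (2 at most in the others for I21, 29 for I35). For N35 against N21, 1 of 100 splits gave as many as the 6 calls (1 at most in the others), and 1 of 16 exchanges within mice (0 at most in the others). For I21 against N21, 9 of 100 splits gave as many as the 1 call (2 at most in the others), for I35 against N35 16 of 100 (1 call, 5 at most) and for N21 against I0 7 of 100 (1 call, 3 at most), so chance stays open for these counts. For the interaction, with 0 calls, the splits decide nothing, as each of the 100 gives at least 0 (100 of 100, 6 of the others with a call, 2 at most).

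N21 replicate 5 had 122794 raw miRNA counts, where the other N21 libraries had 18653 to 29907. I21 replicate 2 had the highest miR-6239 of its group with 187 normalised counts. N21 replicate 2 had the highest miR-6966-5p with 128 normalised counts. N35 replicate 2 had the lowest let-7f-5p with 2471 normalised counts. I35 replicate 4 had the highest let-7g-5p with 1843 normalised counts. I0 replicate 2 stood apart in 3 miRNAs, with the highest let-7i-5p (635 normalised counts) and miR-182-5p (341) and the lowest miR-194-5p (1184). I21 replicate 7 had the highest miR-200a-3p with 1574 normalised counts. N21 replicate 1 had the lowest miR-378a-3p with 894 normalised counts.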

How the results depend on the processing

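DESeq2 at a threshold of 0.1, DESeq2 on filtered miRNAs, thinning, the fit without the 4 shallow I35 libraries and the term for the individual mouse were chosen after the data were seen, and the causes of the shifts below were not tested. Over the named miRNAs called or not called, 791 values kept their direction and side of the threshold, 56 were weaker, 18 stronger and 0 reversed. The share of variance between I35 and N35 (12.5% to 16.5%), the 18 shared and the 12 common top miRNAs did not change sides.

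miRNAs called, by comparison: I21 against N21 (1) gave 0 with total counts alone, the mouse number, thinning, without the shallow libraries and with only the compared groups, 6 with no filter, and 0 to 1 without single libraries. I35 against N35 (1) gave 11 with no filter, 0 with the depth covariate, without miRNAs numbered 1000 or more, with the mouse number and with only the compared groups, 4 with DESeq2 and 12 with DESeq2 at 0.1, and 0 to 4 without single libraries. N21 against I0 (1) gave 9 with no filter, 0 with the depth covariate, without miRNAs numbered 1000 or more, with the mouse number, thinning, only the compared groups, DESeq2 and DESeq2 at 0.1, and 0 to 1 without single libraries. N35 against I0 (37) gave 20 with the depth covariate and 22 after thinning, and 24 to 42 without single libraries (24 without N35 replicate 3 or 4). N35 against N21 (6) gave 13 with DESeq2 size factors in edgeR, 13 without miRNAs numbered 1000 or more, 17 with only the compared groups, 15 with DESeq2, 13 with DESeq2 on filtered miRNAs and 21 with DESeq2 at 0.1, and 6 to 14 without single libraries. I21 against I0 (7) gave 11 with DESeq2 size factors in edgeR, 18 with no filter, 11 with filterByExpr, 3 with the depth covariate, 4 with the mouse number, 4 after thinning, 12 without the shallow libraries, 18 with DESeq2, 12 with DESeq2 on filtered miRNAs and 26 with DESeq2 at 0.1, and 2 to 12 without single libraries (12 without I0 replicate 1 or 2, 3 without I0 replicate 3, 4 without I0 replicate 4, 2 without I0 replicate 7 or I21 replicate 2 or 4, 3 without I21 replicate 5). I35 against I0 (42) gave 26 with the depth covariate and 67 with DESeq2 at 0.1, and 34 to 46 without single libraries. The interaction (0) gave 3 with no filter, 2 without the shallow libraries, and 0 to 1 without single libraries (1 without N21 replicate 5). With a term for the individual mouse, N35 against N21 gave 8, I21 against I0 6 and I35 against I0 40.

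Direction splits also moved: N35 against I0 gave 15 higher and 22 lower with TMM but 24 and 14 with DESeq2 and 21 and 13 with DESeq2 size factors in edgeR. miRNAs with more than 10 counts in every library were 41. Of the 36 tests of Fig. 2c–f, 10 passed with all I0 libraries, 11 with TMM-scaled counts and 0 with I0 replicates 1 to 5, where 5 against 5 libraries allow no exact p under 0.00794 and an adjusted p of 0.0571 at that limit. The let-7 changes were about as large there (N35 let-7a-5p 210%, let-7c-5p 222%, let-7f-5p 241%, let-7b-5p 252% of I0), so the fewer libraries and not a lost change ended these let-7 calls. With TMM-scaled counts, the side of I0 changed for let-7f-5p (N21 99.6%), let-7i-5p (N21 99.2%), miR-21a-5p (N21 95.1%, N35 92.8%), miR-26a-5p (N21 96.5%), miR-194-5p (N21 98.1%) and miR-192-5p (N35 93.0%). The edgeR fit kept let-7f-5p, let-7i-5p, miR-21a-5p, miR-26a-5p and miR-194-5p above I0 in N21. Their log2 fold changes in that fit were 0.09, 0.08, 0.04, 0.07 and 0.09. With I0 replicates 1 to 5 it changed for miR-200b-3p (N21 105%, N35 105%) and miR-200c-3p (N21 106%).

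Lists past the threshold with camera: 2 for I35 against N35, 4 for N21 against I0, 2 for N35 against I0, 2 for N35 against N21, 3 for I21 against I0 and 2 for I35 against I0, and 0 in each with an estimated correlation. With fry I35 against N35 again gave 2, and the last 5 gave 0, 7, 4, 7 and 5. Depth limits what can be said of miRNAs with means of a few counts, such as miR-31-5p, miR-127-3p and miR-6966-5p.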

Differences from the paper's values

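DESeq2 at a threshold of 0.1, DESeq2 on filtered miRNAs and the fit without the 4 shallow I35 libraries were chosen after the values had been seen.

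Apart from miR-6239, the paper reports 7 differentially expressed miRNAs on day 35 at an adjusted p under 0.05, where edgeR gave 0. Of the alternatives set before the data were examined, edgeR with no filter on low counts gave 10, which is within 1.5 times the paper's value, though of the paper's 7 it called miR-29a-3p (adjusted p = 0.0488), miR-5119 and miR-6966-5p and dropped 4. The others gave 0 (DESeq2 size factors in edgeR, total counts alone, filterByExpr, the depth covariate, without miRNAs numbered 1000 or more, the mouse number and only the compared groups), 3 with DESeq2, and 0 to 3 without single libraries. DESeq2, the test the paper names, called miR-26b-5p, miR-29a-3p and miR-200c-3p and left miR-23b-3p, miR-103-3p, miR-5119 and miR-6966-5p at an adjusted p of 0.0505. By unadjusted Wald p, the paper's 7 came directly after miR-6239, the last being miR-23b-3p (0.00361), before miR-1932 (0.00719). The paper's text gives no DESeq2 version, design or filtering setting, so this run may differ from the paper's in them. At a threshold of 0.1, chosen after seeing the values, DESeq2 called all 7 and dropped 0 of them, among 12 in all with miR-6239. Without I35 replicate 2 edgeR called miR-26b-5p, miR-29a-3p and miR-103-3p, without I35 replicate 1 miR-29a-3p and miR-200c-3p, without N35 replicate 4 miR-26b-5p, and without the 4 shallow I35 libraries, a setting chosen after seeing the values, miR-200c-3p. No setting with edgeR called miR-23b-3p at 0.05, and its adjusted p in the main edgeR test was 0.0997.

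For miR-6239 on day 35, the paper's adjusted p is 0.001 and the edgeR test gave 0.0169. Of the alternatives set before the data were examined, DESeq2 gave 0.00130, within 1.5 times the paper's value. DESeq2 size factors in edgeR (0.0272), total counts alone (0.0381), no filter (3.18e-09), filterByExpr (0.0203), the depth covariate (0.0506), the mouse number (0.169) and only the compared groups (0.0783) were not.

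The paper states that all members of the let-7 and miR-200 families moved together over time in naïve mice. For let-7, 6 of 6 were higher on day 35 and passed the exact test, and on day 21 6 of 6 lay above I0 but 0 passed, and let-7f-5p (99.6%) and let-7i-5p (99.2%) lay below I0 with TMM-scaled counts. In the edgeR fit let-7f-5p and let-7i-5p lay above I0 on day 21 (log2 fold changes 0.09 and 0.08). Of the miR-200 miRNAs of Fig. 2e, 1 of 3 was lower past the test on day 35 (miR-200a-3p), while miR-200b-3p was at 97.2% of I0 (exact p = 0.795) and miR-200c-3p at 89.9% (exact p = 0.330). With TMM-scaled counts these were lower, at 86.0% (exact p = 0.134, adjusted p = 0.229) and 79.7% (exact p = 0.0341, adjusted p = 0.102). Outside Fig. 2e, edgeR called miR-200b-5p lower in N35 than in I0 (log2 fold change -1.34, adjusted p = 0.00688). miR-141-3p, also of this family, was below every I0 library in 3 of 5 N35 mice (exact p = 0.0152, unadjusted). Of the paper's significance calls against I0, which its Source Data compute from 5 of the 7 I0 libraries (all 36 mean differences match I0 replicates 1 to 5 within 1 count and 0 match all 7), 1 is on day 21 and 8 on day 35. The exact tests over all 7 I0 libraries gave 0 and 10 with the authors' normalised counts. With TMM-scaled counts they gave 2 and 9, and the 2 on day 21 were miR-200a-3p (83.8% of I0, adjusted p = 0.00758) and miR-378a-3p (66.3%, adjusted p = 0.0496), the latter being the paper's own call on day 21. The edgeR test called neither on day 21 (log2 fold change -0.14, adjusted p = 0.655, and -0.47, adjusted p = 0.322). The day 35 calls with the authors' normalised counts were not all those of the paper. miR-215-5p, which the paper called (Tukey's test, adjusted p = 0.0047), did not pass the exact test (exact p = 0.0694, adjusted p = 0.167). let-7i-5p, miR-194-5p (exact adjusted p = 0.0253 each) and miR-27b-3p (0.0409) passed it but were not called by the paper.

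The paper states that infection accounts for most of the variance by day 35. The difference between I35 and N35 took 14.1% of the variance among their libraries. The difference between days took 18.7% for N35 and N21 of the naïve mice and 13.5% for I35 and I21 of the infected mice, each among their own libraries. The 5 groups together took 25.1% of the variance of all libraries, and the first component 15.9%. Random groups also take some share, so the group values are not those of infection alone.

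The paper names miR-26b, miR-29a and miR-200c as the 3 most differentially expressed on day 35. They were the first 3 after miR-6239 by DESeq2, while edgeR ranked miR-23b-3p, miR-200c-3p and miR-26b-5p in those places.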

Other observations

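The tests of the I21 and I35 libraries against I0 were planned, and the term for the individual mouse and the thinning of the libraries were chosen after the data were seen. In the 7 infected mice, faecal miRNAs on day 21 already differed from those before infection, although this comparison cannot part infection from age. With edgeR, 6 miRNAs were higher and 1 lower in I21 than in I0 (35 at an unadjusted p under 0.05, 18 with DESeq2). The I0 libraries were deeper, and the count was 3 with log2 total counts as a covariate and 4 with thinned libraries. miR-7a-5p, a miRNA of enteroendocrine cells, had a log2 fold change of 1.56 (standard error 0.279, adjusted p = 0.000428), and let-7b-5p of 0.94 (standard error 0.200, adjusted p = 0.00303), each higher in 7 of 7 mice. let-7c-5p (0.62, adjusted p = 0.0316, 7 of 7), miR-20a-5p of the proliferation-linked miR-17/92 clusters (1.16, adjusted p = 0.0344), miR-3535 (1.13, adjusted p = 0.0384) and miR-6239 (1.39, adjusted p = 0.0480, 7 of 7) were also higher. miR-200a-3p, an epithelial miRNA, fell in 7 of 7 mice (log2 fold change -0.39, adjusted p = 0.0344). The count of 7 was 12 without I0 replicate 1 or 2, 4 without I0 replicate 4, 3 without I0 replicate 3 or I21 replicate 5, and 2 without I0 replicate 7 or I21 replicate 2 or 4. The calls of miR-7a-5p and let-7b-5p passed with each of the 14 libraries left out in turn, and the other 5 did not. Without I0 libraries, calls were lost for miR-200a-3p (replicate 1, adjusted p = 0.111), miR-6239 (2, 0.0556, and 6, 0.0993), miR-3535 (5, 0.0530), for let-7c-5p, miR-20a-5p, miR-3535 and miR-6239 (3, 0.0579 each), for miR-20a-5p and miR-3535 (4, 0.0654 each) with miR-6239 (0.0759), and for let-7c-5p, miR-20a-5p and miR-200a-3p (7, 0.0546 each) with miR-6239 (0.0553) and miR-3535 (0.0555). Without I21 libraries, they were lost for all 5 (replicate 4, adjusted p = 0.0641 each, and 2, 0.0704 for each but miR-6239, which was at a log2 fold change of 1.13), for miR-20a-5p (1, 0.0549), miR-200a-3p (1, 0.0576) and miR-6239 (1, 0.0598, and 3, 0.0617), for miR-20a-5p, miR-3535, miR-200a-3p and miR-6239 (5, 0.0549 each), and for miR-3535 and miR-6239 (6, 0.0611 each).

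By day 35, 23 miRNAs were higher and 19 lower than before infection in the same mice (53 at an unadjusted p under 0.05, 54 with DESeq2, 37 higher and 17 lower). The I35 libraries were the shallowest and the I0 libraries the deepest, and with log2 total counts as a covariate the count was 26, with miR-31-5p (adjusted p = 0.0632) and miR-378a-3p (0.0508) no longer called. Among the 16 miRNAs of intestinal epithelium, 5 were higher and 4 lower (5 and 4 also when adjusted over the list alone, median 0.01, camera adjusted p = 0.983). miR-31-5p, which rises in epithelial repair and proliferation, had a log2 fold change of 2.04 (standard error 0.461, adjusted p = 0.000850, higher in 7 of 7 mice), from 3.29 ± 2.21 (SD, n = 7) to 16.3 ± 11.8 normalised counts. The clustered miR-183-5p (0.51, adjusted p = 0.0188, 7 of 7), miR-96-5p (0.83, adjusted p = 0.00796, 6 of 7) and miR-182-5p (0.48, adjusted p = 0.0215, 6 of 7) were higher, as was miR-215-5p (0.50, adjusted p = 0.00858, 6 of 7). miR-378a-3p, from an intron of the metabolic regulator *Ppargc1b*, was lower in 7 of 7 mice (-0.86, standard error 0.161, adjusted p = 0.000153), with miR-200a-3p (-0.53, adjusted p = 0.000462), miR-141-3p (-0.86, adjusted p = 0.0172) and miR-194-5p (-0.35, adjusted p = 0.0285). miR-320-3p rose in 7 of 7 mice (1.37, standard error 0.353, adjusted p = 0.00303). Of the let-7 family 7 of 9 rose (7 over the list alone, median 0.69, camera adjusted p = 0.000195, adjusted p = 0.339 with an estimated correlation). Of the listed miRNAs of the miR-23/27/24 clusters 4 of 5 fell (4 over the list alone, median -0.84, camera adjusted p = 0.0103, adjusted p = 0.339 with an estimated correlation). These changes do not part infection from age, which differs between I35 and I0 as well. Between I35 and N35, sampled on the same day, edgeR called 1 of 120 miRNAs, miR-6239 (19 at an unadjusted p under 0.05, 4 by DESeq2). miR-6239 was also higher in I35 than in I0, in 7 of 7 mice (log2 fold change 2.94, edgeR adjusted p = 1.82e-05). Of the other miRNAs named here, edgeR called none between I35 and N35 and DESeq2 called miR-29a-3p alone. The call of miR-29a-3p (-0.69, adjusted p = 0.0397), a repressor of collagen genes, was lost without I0 replicate 1 (adjusted p = 0.350), 3 (0.106) or 5 (0.0794) or without I35 replicate 3 (0.0891), 4 (0.123), 5 (0.101), 6 (0.0544) or 7 (0.0882).

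From day 21 to day 35, the naïve and the infected mice, which share no animal, changed in partly the same way across miRNAs (r = 0.368 over 120 miRNAs, which are not independent replicates, 80 with the same sign). miR-26b-5p, miR-29b-3p and miR-7a-5p rose in the naïve mice by 0.93, 1.97 and 1.26 on the log2 scale, and in the infected mice the values were 0.05 (adjusted p = 0.919), 0.42 (adjusted p = 0.579) and 0.15 (adjusted p = 0.785). The tests of the difference between these changes gave adjusted p of 0.183, 0.309 and 0.309, so the naïve and infected mice are not shown to differ.

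Other lists gave these results. On day 35, 0 of 9 let-7, 0 of 5 miR-30, 0 of 3 enteroendocrine and 0 of 4 blood and immune miRNAs differed between infected and naïve mice, as did 0 of 4 of the miR-17/92 clusters (0 of each over the list alone, camera adjusted p = 0.222, 0.827, 0.665, 0.995 and 0.740). Over the list alone, 1 of 2 miR-26, 1 of 4 miR-15/16 group and 1 of 1 stroma, muscle and vessel miRNAs (miR-10b-5p, edgeR adjusted p = 0.193) were lower and 1 of 5 miR-23/27/24 and 1 of 16 epithelial miRNAs higher, and 0 of each over all miRNAs (camera adjusted p = 0.146, 0.0523, not tested, 0.641 and 0.146). Of red blood cells and liver, 0 miRNAs were measured. On day 21, 0 miRNAs of the lists other than the enteroendocrine one differed between infected and naïve mice. Between N21 and I0, camera gave an adjusted p of 0.0121 for let-7 (0 of 9 called, 0.434 with an estimated correlation), 0.0130 for the miR-23/27/24 clusters (0 of 5, 0.418), 0.0483 for the miR-17/92 clusters (0 of 4, 0.298) and 0.0121 for miRNAs numbered 1000 or more (1 of 17 higher, 0.298). Between N35 and N21 it gave 1.40e-05 for let-7 (1 of 9 higher, 5 over the list alone, 0.267 with an estimated correlation) and 0.0294 for the miR-23/27/24 clusters (1 of 5 lower, 2 over the list alone, 0.361). Between I21 and I0 it gave 0.00322 for let-7 (2 of 9 higher, 4 over the list alone), 0.00992 for the miR-23/27/24 clusters (0 of 5, 5 lower over the list alone) and 0.00992 for miRNAs numbered 1000 or more (2 of 17 higher, 4 over the list alone), each at an adjusted p of 0.210 with an estimated correlation. In the interaction, the miR-29 family had a median of -1.26 (0 of 2 called, 2 lower over the list alone, camera adjusted p = 0.0532).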
